# Increased mAb production in amplified CHO cell lines is associated with increased interaction of CREB1 with transgene promoter

**DOI:** 10.1016/j.crbiot.2019.09.001

**Published:** 2019-10-05

**Authors:** Hussain Dahodwala, Prashant Kaushik, Vijay Tejwani, Chih-Chung Kuo, Patrice Menard, Michael Henry, Bjorn G. Voldborg, Nathan E. Lewis, Paula Meleady, Susan T. Sharfstein

**Keywords:** Chromatin immunoprecipitation (ChIP), CHO cell line selection, Nuclear proteomics, Transcriptional regulation

## Abstract

Most therapeutic monoclonal antibodies in biopharmaceutical processes are produced in Chinese hamster ovary (CHO) cells. Technological advances have rendered the selection procedure for higher producers a robust protocol. However, information on molecular mechanisms that impart the property of hyper-productivity in the final selected clones is currently lacking. In this study, an IgG-producing industrial cell line and its methotrexate (MTX)-amplified progeny cell line were analyzed using transcriptomic, proteomic, phosphoproteomic, and chromatin immunoprecipitation (ChIP) techniques. Computational prediction of transcription factor binding to the transgene cytomegalovirus (CMV) promoter by the Transcription Element Search System and upstream regulator analysis of the differential transcriptomic data suggested increased in vivo CMV promoter-cAMP response element binding protein (CREB1) interaction in the higher producing cell line. Differential nuclear proteomic analysis detected 1.3-fold less CREB1 in the nucleus of the high productivity cell line compared with the parental cell line. However, the differential abundance of multiple CREB1 phosphopeptides suggested an increase in CREB1 activity in the higher producing cell line, which was confirmed by increased association of the CMV promotor with CREB1 in the high producer cell line. Thus, we show here that the nuclear proteome and phosphoproteome have an important role in regulating final productivity of recombinant proteins from CHO cells, and that CREB1 may play a role in transcriptional enhancement. Moreover, CREB1 phosphosites may be potential targets for cell engineering for increased productivity.

## 1. Introduction

The development of hybridoma technology by Kohler and Milstein (Köhler and Milstein, 1975), set the stage for the development of monoclonal antibodies (mAbs) as tools in research, diagnostic agents, and revolutionary therapeutic agents, treating a wide range of indications. Chinese hamster ovary (CHO) cells have emerged as the dominant host for production of protein biopharmaceuticals, particularly monoclonal antibodies. As increasing numbers of therapeutic protein candidates enter various stages of development, biopharmaceutical companies are seeking innovative solutions to deliver this pipeline (Tejwani et al., 2018). Therefore, in this competitive market, it is essential to reduce time to market while maintaining desired quality attributes. Moreover, due to the large doses of antibody therapeutics required over an extended period for some indications, manufacturing capacity becomes an issue. To meet the high demand for biopharmaceuticals, many companies have built large-scale manufacturing plants containing multiple 10,000 L or larger cell-culture bioreactors. In this paradigm, high-producing cell lines significantly impact the development timelines and reduce costs by reducing needed bioreactor capacity and process cycles. Traditional cloning methods for cell line production and selection have many shortcomings and are labor intensive and time consuming. Even with the development of platform technologies and processes, each biopharmaceutical molecule still requires labor-intensive clone selection. Currently, there is a lack of understanding of the cellular organization and mechanism of high productivity, hindering the rapid development and selection of higher producing clones.

Cell line development is currently performed in the following steps:

1. A host cell line is transfected with a transgene-harboring plasmid via an optimized protocol. Flow cytometry-based staining techniques are frequently used to confirm transfected clones.
2. Pools are amplified and selected using a chemical reagent.
3. Single cells are isolated, scaled up, and adapted.
4. A final clone is selected based on titer and stability.

A top clone is not merely isolated from a pool of differential producers, rather the cell line adaptation to screening pressures results in genomic and phenotypic changes that gives rise to the final top clone (Noh et al., 2018). Methotrexate (MTX) amplification is routinely employed in dihydrofolate reductase-negative (DHFR^−^) systems to select for higher producers, with similar amplification performed using methionine sulfoximine (MSX) in glutamine synthetase deficient (GS^−^) systems. We previously characterized various CHO cell clones producing the same recombinant humanized monoclonal antibody and observed that MTX amplification leads to increased productivity by not only causing an increase in transgene copy number but also by transcriptional enhancement in higher producer CHO cell lines (Jiang et al., 2006). Thus, in these clones, the process of transcription is the rate-limiting step in recombinant antibody production. Further work demonstrated that treatment with sodium butyrate can improve gene expression in these clones (Jiang and Sharfstein, 2008). Sodium butyrate is a known histone deacetylase inhibitor (Yin et al., 2018) and improved productivity may occur by increasing the accessibility of transgene to the transcriptional machinery. Therefore, productivity can potentially be improved by altering the DNA-protein interactions in the cells.

The molecular basis for maximal expression from a defined section of DNA is dependent on the state of the chromatin. Changes in gene expression are governed by factors outside the realm of sequence information (Dahodwala and Sharfstein, 2014). These epigenetic changes are cell-type specific (Feichtinger et al., 2016; Akopov et al., 2006). Based upon epigenetic mechanisms, many strategies have been devised both to generate stably transfected clones as well as to increase specific productivity (Dahodwala and Sharfstein, 2017). While there has been considerable success in exploiting these observations to improve specific productivity, there is no clear understanding of the role of the transcriptional proteins involved. Recent computational and experimental studies exploring the interactions of transcription factors with the cytomegalovirus (CMV) promoter in the context of transient transfection and production of the reporter proteins secreted alkaline phosphatase and green fluorescent protein identified several transcription factor regulatory elements in the CMV promoter that affected transcription, particularly the cAMP response element (CRE) and nuclear factor kappa-light-chain-enhancer of activated B cells (NFκB) as positive regulatory elements and the binding site for the zinc finger regulatory protein YY1 as a negative regulatory site (Brown et al., 2015; Brown et al., 2014).

While these previous studies provide insight into potential interactions of transcription factors with the CMV promoter in CHO cells, they do not address the potential changes in transcription factor regulation during cell line selection for stable clones or chromatin modification during stable incorporation of transgenes into the host chromosomes. For example, we previously observed variability in metabolic behavior between different clones, all from the same host cell line, producing the same recombinant product, grown in the same medium under the same culture conditions, presumably as a result of modifications that occurred during the selection process (Dahodwala et al., 2012). Whether this occurs as a result of stress from increased productivity, increasing levels of MTX or other factors remains to be elucidated. In the mutable genome of the CHO cells, the changes in chromatin and nuclear proteome resulting from such adaptations will have a profound effect on the mechanism of productivity of the derived clones. Changes in protein expression and post-translational changes such as phosphorylation lead to nuclear translocation of transcription factors and subsequent changes in DNA binding (Kaushik et al., 2018). Many cofactors themselves may exhibit histone acetylation activities, thereby modifying the chromatin accessibility and subsequent gene regulation (Zupkovitz et al., 2006). These observations indicate that transgene expression may be affected by inherent differences in levels and modifications of transcription-factor binding proteins and their subsequent interaction with the promoters in different cell lines. In this study, comparative phosphoproteomic data were gathered from a mAb-producing clone (A0) and its MTX-amplified progeny (A1), using quantitative, label-free LC-MS proteomic techniques to demonstrate the activation and increased phosphorylation of CREB1 in the amplified cell line. Further, chromatin- transcription factor interactions were investigated by comparing the parental clone and its MTX-amplified progeny via chromatin immunoprecipitation (ChIP). An increased DNA-protein interaction in the higher producing cell lines was observed. CREB1 transcription factor showed ~6-fold increased association with the cytomegalovirus (CMV) promoter in higher-producing cell lines. Together, these results indicate an increasing association of transcriptional proteins with the DNA in the higher producing clones, reinforcing the notion that epigenetics and nuclear proteome interplay is an important, but poorly understood driver of transgene expression in mammalian cells.

## 2. Methods and materials

### 2.1. Cell lines

Chinese hamster ovary cell lines that produce a recombinant monoclonal humanized IgG with different specific productivities were a generous gift from an industrial collaborator. These cell lines were developed by co-transfecting two plasmids, one containing IgG heavy chain (HC) and dihydrofolate reductase (DHFR) genes and the other containing IgG light chain (LC) and neomycin phosphotransferase (Neo) genes. Transfected cell lines were initially selected in medium containing 400 μg/mL neomycin (G418). After selection, the neomycin was removed, and all subsequent cultures were performed in the absence of neomycin. Subsequently, gene amplification was performed by stepwise selection with increasing MTX concentrations. For these studies, a low producing parental cell line A0 and its amplified high-producing progeny cell line A1 were chosen for investigation. These cell lines have been previously described (Jiang et al., 2006; Jiang and Sharfstein, 2009) After culture medium adaptation, cells were cultured in a nonproprietary, serum-free medium (Dahodwala et al., 2012) containing hydrolysate and 5 mg/L recombinant human insulin (Supplementary Table 3). Growth curves and relative specific productivities are shown in Supplementary Fig. S2.

#### 2.1.1. Cell culture conditions

For every experimental method described, triplicate batch suspension cultures of all cell lines were maintained in 125 mL Erlenmeyer flasks. For each cell line, 0.2 × 10^6^ cells were seeded into 25 mL of medium and cultured on an orbital shaker at 125 rpm, 36 °C, and 5% CO_2_. Routine subculturing was carried out for 2 passages after thawing before experiments were performed.

#### 2.1.2. Sampling

Samples were taken daily from suspension cultures to determine cell density and viability. Cell densities and viabilities were estimated by hemacytometer counts (Hausser Scientific, PA) or automated counting (BioRad TC10) after diluting 1:1 with 0.4% trypan blue solution.

Cell pellets were collected at mid-exponential stage in culture (3 days after inoculation). Cells were harvested by centrifuging the appropriate volume of culture suspension at 1200 rpm for 5 min.

#### 2.1.3. Antibody assay

Antibody titers were determined by ELISA using a Human IgG ELISA Antibody Pair Kit (Stemcell Technologies) as per the manufacturer’s instructions.

### 2.2. Antibodies

Antibodies to RNA polymerase II were provided with the ChIP IT kit (Active Motif, Carlsbad CA). Antibodies to CREB1 (39013), NFκB (40916) and Sp1 (39058) were purchased separately from Active Motif, Carlsbad, CA.

### 2.3. Prediction of transcriptional proteins interacting with CMV promoter region

The Transcription Element Search System (TESS) previously available at http://www.cbil.upenn.edu/cgi-bin/tess/tess is a database that contains the various binding consensus sequences that are recorded by experimental investigation of the transcriptional proteins (Schug, 2008). It can identify binding sites using site or consensus strings and positional weight matrices from the TRANSFAC, JASPAR, IMD, and the CBIL-GibbsMat database. By querying the database with the CMV promoter sequence, we were able to generate a probability score of CMV promoter-region interactions with all transcription factor proteins in the database.

### 2.4. RNA-seq analysis

RNA-Seq data were generated as previously reported (Chiang et al., 2019). Briefly, total RNA was isolated using a Qiagen RNeasy Plus Mini Kit as per the manufacturer’s instructions. RNA quality was verified using an Agilent Bioanalyzer prior to library preparation. Library preparation was performed with an Illumina TruSeq Stranded mRNA Library Prep Kit High Throughput (Catalog ID: RS-122–2103), according to manufacturer’s protocol. Final RNA libraries were first quantified by Qubit HS and then QC on Fragment Analyzer (from Advanced Analytical). The final pool of libraries was analyzed on the Illumina NextSeq platform with high output flow cell configuration (NextSeq® 500/550 High Output Kit v2 (300 cycles) FC-404–2004).

### 2.5. RNA-Seq data processing

The RNA libraries were mapped to the CHO genome (C_griseus_v1.0) (Lewis et al., 2013; Xu et al., 2011) using STAR aligner (v. 2.5.4b) (Dobin et al., 2013). Alignments were processed to quantify gene expression counts with HTSeq-count (v. 0.7.2) (Anders et al., 2015). Genes with very low expression (less than one count in at least two samples) or of zero variance were excluded from further downstream analysis. DESeq2 with default parameters (Love et al., 2014) was used to estimate the differential expression between the A1 and A0 samples, with a positive fold change denoting higher expression in A1. The raw sequencing files and count matrix were deposited to SRA and GEO (accession number GSE133511). To comply with intellectual property requirements, the sequencing data were processed to exclude unmapped reads. This results in <5% reduction in available reads.

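The deposited count table keeps, for each library, the number of reads that HTSeq-count found not aligned. Over all 24 libraries of the series this was 5.62% of the reads. In A0 cultures it was 3.85% ± 0.762 (SD, n = 4) at exponential phase and 7.93% ± 1.45 (SD, n = 4) at stationary phase. In A1 cultures it was 8.05% ± 0.577 (SD, n = 3) at exponential phase and 10.99% ± 0.638 (SD, n = 3) at stationary phase. The series also holds CHO-S, another CHO line, with 2.33% ± 0.0286 (SD, n = 3) at exponential phase and 2.62% ± 0.384 (SD, n = 3) at stationary phase. Every A1 culture lay above every A0 culture at the same phase (two-sided exact permutation test, p = 0.0571 at each phase, the smallest p that 4 cultures against 3 allow). A0 cultures 1 and 2 lay above cultures 3 and 4, at 4.65% and 4.35% against 3.15% and 3.25% at exponential phase. At stationary phase they had 9.41% and 8.91% against 6.97% and 6.43%. The SD and the test take the 4 A0 cultures as independent, which these 2 sets put in doubt.

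**Figure D1:**
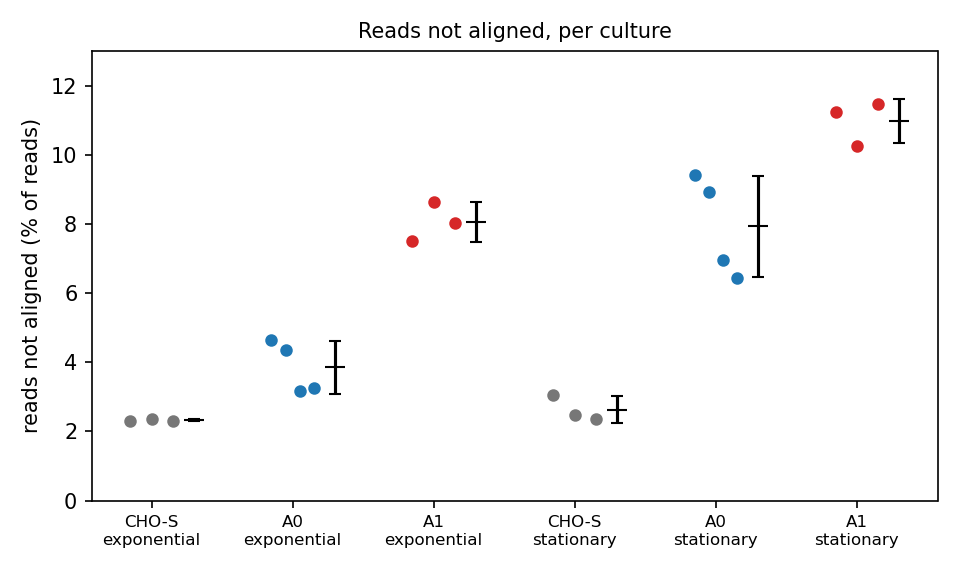
Reads not aligned, as a percentage of the reads of each culture, by cell line and growth phase. Each point is a culture and the bar beside the points is the mean ± SD; the CHO-S cultures lie lowest at both phases and the A1 cultures highest.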

### 2.6. Nuclear proteomics and phosphoproteomics

For proteomic analysis, cells from three biological replicates per condition were harvested at the mid-exponential phase of the culture. The nuclear proteomic fractions were enriched using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Scientific – 78,833) as per the manufacturer’s guidelines. Protein quantification was carried out using Quick Start Bradford protein Assay (BioRad). To prepare the samples for mass spectrometry analysis, 1 mg of protein lysate from each sample was reduced by adding dithiothreitol to a final concentration of 5 mM and incubated at 56 °C for 25 min. Samples were then alkylated by adding iodoacetamide to a final concentration of 14 mM and incubated for 30 min at room temperature in the dark. Alkylated samples were then vortexed and diluted at a ratio of 1:5 in 25 mM Tris-HCl. Protein samples were subsequently digested using trypsin (MS grade, Thermo Fisher Scientific) at 1:50 enzyme: substrate ratio. After a 4 h initial incubation at 37 °C, a further addition of trypsin at 1:100 enzyme: substrate ratio was performed followed by overnight incubation. After overnight digestion, trifluoroacetic acid (TFA) was added to each sample to a final concentration of 0.4% to inactivate trypsin. Peptides from the digested protein were concentrated and desalted using Sep-Pak C-18 columns with negative pressure (Villén and Gygi, 2008). Ten percent of the eluate was aliquoted for total proteome analysis. The remaining 90% was used for phosphopeptide enrichment using Fe-NTA (IMAC) spin columns (Pierce, Thermo Fisher Scientific) as per manufacturer’s instructions. Non-enriched peptide and phosphopeptide sample concentrations were determined using a Nanodrop One (Laptech International, UK).

### 2.7. LC-MS/MS analysis

Both enriched phosphopeptide samples and peptides previously collected for total proteomic analysis were dried in a SpeedVac vacuum concentrator and resuspended in 0.1% formic acid (FA) containing 2% acetonitrile (ACN). Peptide volume equivalent to 1 μg total protein was injected by autosampler for LC-MS/MS analysis using an UltiMate 3000 nanoRSLC system (Thermo Scientific) coupled in-line with an Orbitrap Fusion Tribrid mass spectrometer (Thermo Scientific). Prior to the nanoLC separation, samples were first loaded onto the trapping column (PepMap100, C18, 300 μm × 5 mm) for 3 min at a flow rate of 25 μL/min with 2% (v/v) ACN, 0.1% (*v*/v) TFA. The trapped peptides were back-flushed onto the analytical column (Easy-Spray C18 75 μm × 250 mm, 2 μm bead diameter column) using a gradient of 98% A (0.1% (v/v) FA): 2% B (80% (v/v) ACN, 0.08% (v/v) FA) to 35% B over 120 min at a flow rate of 300 nL/min.

Data-dependent product ion mode was applied for both non-enriched and phosphopeptide-enriched MS analysis. For peptide precursor fragmentation and detection, the full MS survey scan (*m*/*z* 380–1500) was performed at a resolution of 120,000 with the automatic gain control (AGC) target set to 5 × 10^5^. Peptides with charge states between 2 and 7 were selected for MS/MS with the instrument running in top speed mode with a cycle time of 3 s. Dynamic exclusion was enabled with the repeat count set to 1, exclusion duration set to 60 s and a mass tolerance of +/− 10 ppm.

For non-enriched peptide samples, MS^2^ was performed following quadrupole isolation with HCD fragmentation using normalized collision energy of 28% in the ion trap (IT). MS^2^ spectra were acquired with a fixed first m/z of 100 and an intensity threshold of 5000. AGC was set to accumulate 1 × 10^4^ ions and the maximum injection time was 35 ms.

For phosphopeptide-enriched peptide samples, multistage activation (MSA) was performed following quadrupole isolation for CID fragmentation with the normalized collision energy set to 32%, CID activation time of 10 ms and activation Q of 0.25 in the IT. An intensity threshold of 10,000 was used. The neutral loss mass for MSA was 97.9673, AGC was set to accumulate 2 × 10^4^ ions and the maximum injection time was 90 ms.

### 2.8. Quantitative label-free LC-MS/MS analysis

Relative quantitative label-free LC-MS analysis of the total proteome and phosphoproteome fractions from the two cell lines was carried out using Progenesis QI for Proteomics (Nonlinear Dynamics, Waters) in conjunction with Proteome Discoverer 2.2 (Thermo Scientific) for protein identification utilizing Sequest HT (Eng et al., 1994) search algorithm as previously described (Henry et al., 2017). Raw files generated from the MS/MS analysis were imported into Progenesis QI, and automatic reference alignment was carried out to account for retention time variability between LC runs. Upon alignment of all runs, identified features were filtered based on ANOVA *p*-value <0.05 between experimental groups. For proteomic and phosphoproteomic analysis, a Mascot generic file (mgf) was generated from all exported MS/MS spectra and analyzed using Proteome Discoverer v.2.2 (Thermo Fisher Scientific) in conjunction with SEQUEST. Peak lists were searched against a proteogenomic draft annotation for the newly assembled Chinese hamster genome which is experimentally annotated using RNA-Seq, proteomics, and Ribo-Seq (Li et al., 2019). Database search parameters were set to allow MS1 tolerance of 10 ppm; MS^2^ mass tolerance of 0.6 Da for ion trap detection; enzyme specificity was set as trypsin with two missed cleavages allowed; carbamidomethylation of cysteine was set as a fixed modification; and phosphorylation of serine, threonine, and tyrosine and oxidation of methionine (for phosphopeptide analysis) were set as variable modifications. For phosphosite identification, the PhosphoRS algorithm (Potel et al., 2019) was run through ProteomeDiscover 2.2 using diagnostic fragment ions and analyzer-specific fragment ion tolerances, as described above. Data were filtered to a 1% false discovery rate (FDR) on PSMs using automatic decoy searching in SEQUEST and by applying a phosphosite probability score of 75% or greater for S, T or Y amino acids in PhosphoRS (Potel et al., 2019). A statistical criterion of ANOVA *p*-value ≤0.05 and fold change cut-off ≥1.5 at the protein level was applied between experimental groups. Proteins with two or more unique peptides and phosphoproteins with any unique phosphopeptides that passed these criteria were then deemed to be differentially expressed between the relevant experimental groups being analyzed.

### 2.9. Purification of the DNA-protein complex

Chromatin immunoprecipitation was performed using the ChIP-IT kit (53008 Active Motif, Carlsbad CA) according to the manufacturer’s instructions. Briefly, 4 × 10^7^ cells from each cell line were harvested at day 3 and incubated with 30 mL fresh medium containing 1.5 mL 36% formaldehyde (47630 Sigma-Aldrich, St Louis, MO) for 10 min to crosslink the DNA-associated proteins to the chromatin. The reaction was stopped by washing the cells with phosphate buffered saline (PBS) and incubating with Glycine Stop-fix solution for 10 min. A final PBS wash step was used to clean the cell pellet. A sonicator (450D Branson, Danbury CT) fitted with a microtip was employed to disrupt the cells and shear the DNA to 500–1500-base pair fragments. The sonicator settings were set in accordance with the tip manufacturer’s instructions and kept at 40% amplitude. The shearing was verified by separating the sheared DNA on a 1.8% agarose gel. In subsequent steps, the Protein-DNA complex was immunoprecipitated using antibodies to CREB1, NFκB, Sp1 or RNA polymerase II. After treatment with Proteinase K and RNase to remove cellular proteins and RNA, DNA fragments were purified by using silica spin columns provided with the kit. The final elution volume in each fraction was 100 μL. This volume was concentrated to 20 μL by using a SpeedVac DNA concentrator (BC-SDNA11 Savant, GMI Inc. Ramsey, Minnesota) to obtain an adequate concentration of DNA template for RT-qPCR. ChIP was performed on three separate dates with duplicate PCR analysis for each sample.

### 2.10. RT-qPCR

Real time quantitative PCR was performed using the Roche *LightCycler*® 480 Real-Time PCR System and the LightCycler 480 Mastermix (04707494001 Roche, Indianapolis, IN). For quantification of CMV, the probe/primers combinations were as follows: forward primer: gcagagctcgtttagtgaacc; reverse primer: gaggtcaaaacagcgtggat; Universal ProbeLibrary probe: #80 (cat.no. 04689038001, Roche, Indianapolis, IN). For quantification of glyceraldehyde 3-phosphate dehydrogenase (GAPDH), the probe/primers combinations were as follows: forward primer: cgtattggacgcctggttac; reverse primer: ggcaacaacttccactttgc; Universal ProbeLibrary probe: #8 (cat.no. 04685067001, Roche, Indianapolis, IN). Reaction conditions were set up according to the manufacturer’s instructions. Crossing points (Ct) were generated from the LightCycler Software. Relative quantification of the CMV promoter and GAPDH bound to the transcription factors was performed using the 2^delta delta Ct method (Rao et al., 2013). All samples were normalized to the respective input DNA for the ChIP reaction (e.g. A0 cell line, CMV copies in input DNA) and then to sample 3 of the A0 CREB1 precipitate for CMV or GAPDH, respectively.

## 3. Results

### 3.1. Transcription factor-binding analysis of CMV promoter

In this study, protein-DNA complex interactions were examined to understand the transcriptional enhancement in the MTX-amplified cell lines and further elucidate transcriptional regulation in high productivity clones. Transcription factors associate upstream of the gene of interest via specific binding motifs that interact with consensus sequences along the promoter region to initiate transcription.

The TESS web tool was used for predicting transcription factor binding sites in the CMV promoter sequence. The CMV promoter is a strong viral promoter system used in transgene expression. It has a high level of constitutive gene expression and is efficient in a broad range of cell types. Putative transcription factors with a high probability of binding included enhancer factor C (EF-C), methylated DNA-binding protein (MDBP), activator protein 1 (AP-1), nuclear factor kappa-light-chain-enhancer of activated B cells (NFκB), activating transcription factors (ATF), cAMP response element binding protein (CREB1), and activating protein 2 (AP-2) as shown in Table 1.

### 3.2. RNA-Seq - upstream regulator analysis

Differential gene expression analysis between the A0 and A1 cell lines was performed from the count data obtained from RNA-Seq analysis using DEseq2 package in R. 6272 genes were identified as differentially expressed between the A1 and A0 cell lines (p_adj_ < 0.05) from which 2938 genes exhibited higher expression in the higher producer progeny A1 cell line, whereas 3334 genes showed lower expression in A1 as compared to the parental A0 cell line.

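RNA from the antibody-producing parental clone A0 and from A1, its progeny after methotrexate amplification, was sequenced at exponential and at stationary phase. The deposited table holds unnormalized counts of 28037 genes. It has 8 exponential libraries of A0, which carry 4 culture numbers, and 4 stationary libraries of A0. A1 has 3 libraries at each phase. The paper's methods describe triplicate cultures and pellets taken at mid-exponential stage, 3 days after inoculation, the supplement names exponentially growing cells as the RNA source for the histone deacetylases, and Figure S2 gives 48 h and 96 h for the antibody samples of the exponential and stationary phases. The paper's text does not name the libraries that entered its comparison. The authors aligned the reads with STAR to the Chinese hamster genome and counted them with HTSeq-count, which leaves out reads that align to more than 1 place. Genes with near-identical copies therefore lose reads. Between 8479208 and 14586630 reads were counted on genes per A0 exponential library (median 12621728), and between 11823294 and 13060749 per A1 exponential library (median 12023753). At stationary phase the range was 10727892 to 12913264 for A0 (median 11967004) and 6532373 to 12140773 for A1 (median 11350552). The A0 exponential libraries with the same culture number were summed, so that each culture counted as 1 sample. Libraries of 1 culture differed by more than the sampling noise. The chi-square per degree of freedom was 29.0 for culture 1 and 6.38 for culture 2, whose second library is marked RLT, and 3.29 and 2.88 for cultures 3 and 4, whose second library is a duplicate. Between the first libraries of cultures 1 and 2 it was 2.54, so the RLT library of culture 1 lay further from its own culture than these cultures lay from each other. Genes with at least 1 count in at least 2 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment.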

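At exponential phase, 5154 of the 20021 genes tested had an adjusted p-value under 0.05 between the 3 A1 and the 4 A0 cultures (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 2398 were higher in A1 and 2756 were lower. A change of at least 2-fold was seen in 1267 of them, 515 higher and 752 lower in A1. The A0 and A1 cultures did not overlap for 34.2% of the genes tested, where chance alone gives 5.71% with 4 cultures against 3. Under the other settings tried the count lay between 3156 genes, without A1 culture 3, and 7171, with A0 cultures 1 and 2 alone, a setting chosen after the values were seen. With each culture left out in turn the highest count was 6017. From the genes that differed between the 2 cell lines, the paper goes on to predict upstream regulators.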

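PROCR (gene 100754100) had the largest rise in A1 at exponential phase among genes whose A0 and A1 cultures did not overlap. It had 34.6 ± 6.44 CPM (TMM-normalized; SD, n = 3) in A1 and 0.169 ± 0.0922 (SD, n = 4) in A0, a log2 fold change of 7.61 (standard error 0.25, adjusted p = 2.9e-11 from edgeR's quasi-likelihood test). LOC103164451, LOC103161204 and LOC103161203 were also among the 5 largest rises, with log2 fold changes of 3.91, 3.61 and 3.55. These 3 genes had at most 1 count in any CHO-S culture. Among the 5 largest falls, FARP1 (gene 100761407) went from 37.1 ± 15.5 CPM (SD, n = 4) in A0 to 0.510 ± 0.205 (SD, n = 3) in A1, a log2 fold change of -6.16 (standard error 0.43, adjusted p = 1.0e-07 from edgeR). LOC103160386, LOC103159353, LOC107979589 and LOC103162230 had log2 fold changes of -5.82, -5.61, -5.54 and -5.33. LOC103160386 had 6 counts in A1 culture 1 and 0 in the other A1 cultures, and LOC103159353 had 21 counts in A1 culture 1 and 2 and 1 in the others. A1 culture 1 also had counts of 24 genes that were nearly absent from the other A0 and A1 cultures. Without it these 4 LOC genes had at most 3 counts in every A1 culture, and their fitted values, -10.62 for LOC103160386 and -7.98 for LOC103159353 against -6.51 for FARP1, depend on the prior count. In limma-voom with all cultures LOC103160386 also lay below FARP1, so the order of the falls depends on A1 culture 1 and on the fit. Each of these genes kept its direction and an adjusted p-value under 0.05 with each culture left out in turn.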

To understand key genes that regulate productivity associated pathways, Ingenuity Upstream Regulator Analysis (URA) was performed on the list of differentially expressed genes. URA analysis provides a numerical account of predicted regulator activity as *Z*-score value. A positive Z-score > 1.5 indicates potential activation of a regulatory factor and Z-Score < −1.5 indicates potential inhibition of the regulatory factor (Krämer et al., 2013). We found 102 regulatory factors with Z-score > 1.5 and 56 regulatory factors with Z-score < −1.5. Among all predicted regulatory proteins, 28 transcription factors were predicted to be activated, and 11 transcription factors were predicted to be inhibited in the high producer A1 cell line. Examining the transcription factors with a high probability of interaction with the CMV promoter, both CREB1 and NFκB were identified by the URA as having a high probability of being activated in the A1 cell line compared with the A0 parental cell line. 

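CREB1 (gene 100761582) had 101 ± 11.5 CPM (SD, n = 4) in A0 and 78.6 ± 3.12 (SD, n = 3) in A1 at exponential phase. The log2 fold change was -0.36 (standard error 0.10, adjusted p = 0.016 from edgeR's quasi-likelihood test), and every A1 culture lay below every A0 culture. The difference was thus larger than the spread between cultures, and it was less than 2-fold. The log2 fold change stayed between -0.40 and -0.27 with each culture left out in turn, and the adjusted p-value was under 0.05 in 5 of these 7 fits. It was not under 0.05 without A1 culture 1 or without A1 culture 3. The paper's text does not name the libraries in its comparison. DESeq2 was also run over both phases with the 8 A0 exponential libraries as separate samples. The adjusted p-value from DESeq2 was under 0.05 with phase as covariate and 0.052 with line only (log2 fold change -0.24).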

Although no expression change for CREB1 was observed at the mRNA level, URA prediction suggested strong activation of CREB1 (z-score = 2.13). In addition, the NFκB complex was identified as likely to be activated, with a z-score = 1.7. URA analysis also predicted potential activation of 11 kinases and inhibition of 6 kinases in the A1 cells, an important class of regulatory proteins that influence transcription factor activation. A complete list of all transcription factors with predicted differential activation is provided in Fig. 1.

### 3.3. Proteomic and phosphoproteomic changes associated with high productivity

Previous proteomic studies have shown that changes in protein productivity in CHO cells bring about systemic changes in the proteome (Hausmann et al., 2018) and post-translation modification of cellular proteins (Henry et al., 2017). Due to the compartmentalization of transcriptional machinery in the nucleus, studying the nuclear proteome can provide insight into changes in expression and modification of proteins that influence transgene expression. Furthermore, nuclear proteomic studies can provide up 60% greater coverage of key regulatory proteins such as transcription factors, transcription co-regulators and RNA processing proteins (Wang et al., 2017) than whole cell proteomic analysis.

Quantitative nuclear proteomic and nuclear phosphoproteomic analysis of high producer A1 cell line and low producer A0 cell line revealed 873 differentially expressed proteins (DEP) and 640 differential phosphoproteins (DEpP). From the DEP, 426 proteins were elevated in the high producer A1 cell line and 447 proteins were more highly expressed in the low producer A0 cells. Similarly, from the nuclear phosphoproteomic analysis, 528 phosphoproteins showed elevated phosphorylation and/or increased expression and 112 phosphoproteins showed reduced phosphorylation and/or decreased expression in the A1 cell line compared to the A0 parental cell line. Only proteins and phosphoproteins with fold change ≥1.5 were deemed differential. 178 proteins were common between the list of differential proteins and differential phosphoproteins. A complete list of all nuclear proteins, phosphoproteins, and phosphopeptides is presented in Supplementary Table 1.

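At stationary phase, CREB1 mRNA was at 88.1 ± 15.1 CPM (SD, n = 4) in A0 and 85.4 ± 4.73 (SD, n = 3) in A1. The log2 fold change of -0.046 (standard error 0.12, adjusted p = 0.81 from edgeR's quasi-likelihood test) was within the spread between cultures. The change of the difference between the phases, tested as an interaction of cell line and growth phase, was 0.31 on the log2 scale (standard error 0.16, adjusted p = 0.26 from edgeR). It was 0.32 (adjusted p = 0.073 from edgeR) with each culture sampled at both phases as a block, and 0.45 and past the threshold (adjusted p = 0.0084) with A0 cultures 1 and 2 alone but 0.21 (adjusted p = 0.39) with cultures 3 and 4 alone, all 3 settings chosen after the values were seen. Whether the difference between A1 and A0 depends on the growth phase was therefore not settled. Without A0 culture 3 or 4 the stationary log2 fold change was 0.027 or 0.015. With A0 cultures 3 and 4 alone, also chosen after the values were seen, it was -0.22 and past the threshold (adjusted p = 0.019 from edgeR), and with cultures 1 and 2 alone it was 0.16 (adjusted p = 0.15).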

Although no differential mRNA expression for CREB1 was identified in the transcriptomic data, 1.3-fold lower expression of total CREB1 protein was observed in the high producer A1 cell line compared with the A0 cell line (Fig. 2A, Supplementary Table 1). In the light of TESS prediction and URA analysis, the observed decrease in CREB1 total protein in the nucleus of the A1 cell line could be due to the increased activity of CREB1 in A1 cells, leading to greater CREB1-DNA association, decreasing the availability of free CREB1 in the nuclear proteome for proteomic detection. Moreover, phosphoproteomic comparison between A1 and A0 cell line revealed differential abundance of three phosphopeptides of CREB1 corresponding to four phosphosites, i.e. ILNDLSSDAPGVPR (Ser-148), RLFSGTQISTIAE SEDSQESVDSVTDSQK (Ser-111, Ser-114) and TAPTSTIAPGVVMA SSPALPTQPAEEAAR (Ser-271). The expression pattern of these phosphopeptides is shown in Fig. 2B–D (See also Supplementary Table 1).

### 3.4. CREB1: transcription regulatory relationship

The expression pattern of transcription-factor target proteins can provide insight into the dynamics of regulation by the transcription factor. Hence, CREB1-interacting proteins from TRRUST (Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining) database were searched in the lists of differential genes, proteins, and phosphoproteins between the A0 and A1 cell lines. 

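XPC (gene 100764712), NDC80 (gene 100751668) and ETV3 (gene 100750397) did not reach an adjusted p-value of 0.05 at exponential phase. XPC had 42.2 ± 2.69 CPM (SD, n = 4) in A0 and 50.3 ± 0.423 (SD, n = 3) in A1, a log2 fold change of 0.26 (standard error 0.09, adjusted p = 0.051 from edgeR's quasi-likelihood test). For NDC80 the log2 fold change was -0.19 (standard error 0.09, adjusted p = 0.17 from edgeR). ETV3 changed by 0.19 on the log2 scale (standard error 0.10, adjusted p = 0.17 from edgeR). The A0 and A1 cultures did not overlap for any of the 3 genes. At stationary phase ETV3 had a log2 fold change of 0.31 (standard error 0.09, adjusted p = 0.018 from edgeR), while XPC had 0.039 (adjusted p = 0.76) and NDC80 0.48 (adjusted p = 0.054). The stationary call of ETV3 was lost without any one A1 culture (adjusted p = 0.055 to 0.056). XPC passed the threshold at exponential phase in 9 of the 22 other settings chosen in advance (adjusted p from 0.020 to 0.20), among them DESeq2 defaults (0.033), the 4 groups in 1 fit (0.026), filterByExpr (0.031) and the fits without A0 culture 3 or 4 (0.049 and 0.020). At stationary phase NDC80 passed it in 7 of 16 (adjusted p from 6.4e-10 to 0.23), among them DESeq2 defaults (0.035), the 4 groups in 1 fit (0.019) and the fits without A0 culture 3 or 4 (0.013 and 0.0077). In 1 DESeq2 fit of both phases, with phase as covariate and the 8 A0 exponential libraries separate, NDC80 had 0.12 in place of -0.19. With the libraries summed per culture, chosen after the values were seen, it had 0.15.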

The expression pattern of the six CREB1 target proteins identified is shown in Table 2. Two proteins that are repressed by CREB1 activation, HMOX1 and JUN, were downregulated at the mRNA and protein level, and protein JUN also showed downregulation at the phosphoprotein level in the A1 cell line. Both proteins showed a high likelihood of inhibition in the URA analysis. 

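HMOX1 (gene 100756872) mRNA was at 891 ± 85.8 CPM (SD, n = 4) in A0 and 1038 ± 33.4 (SD, n = 3) in A1 at exponential phase. The log2 fold change was 0.22 (standard error 0.09, adjusted p = 0.10 from edgeR's quasi-likelihood test). At stationary phase it was at 3444 ± 1027 CPM (SD, n = 4) in A0 and 1179.8 ± 70.9 (SD, n = 3) in A1, a log2 fold change of -1.55 (standard error 0.17, adjusted p = 1.4e-05 from edgeR). The interaction of cell line and growth phase was -1.77 (standard error 0.21, adjusted p = 1.8e-05 from edgeR). With both phases in 1 DESeq2 fit, phase as covariate and the 8 A0 exponential libraries as separate samples, the log2 fold change was -0.48. It was -0.63 with the libraries summed per culture, a setting chosen after the values were seen. JUN (gene 100766306) was lower in A1 at both phases. Its log2 fold change was -0.38 (standard error 0.12, adjusted p = 0.030 from edgeR) at exponential phase and -0.40 (standard error 0.10, adjusted p = 0.0086 from edgeR) at stationary phase. With each culture left out in turn, JUN kept its direction. Its adjusted p-value rose to between 0.057 and 0.14 at exponential phase without A0 culture 2 or 3 or without any one A1 culture, and to 0.057 and 0.068 at stationary phase without A1 culture 1 or 2.

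**Figure D2:**
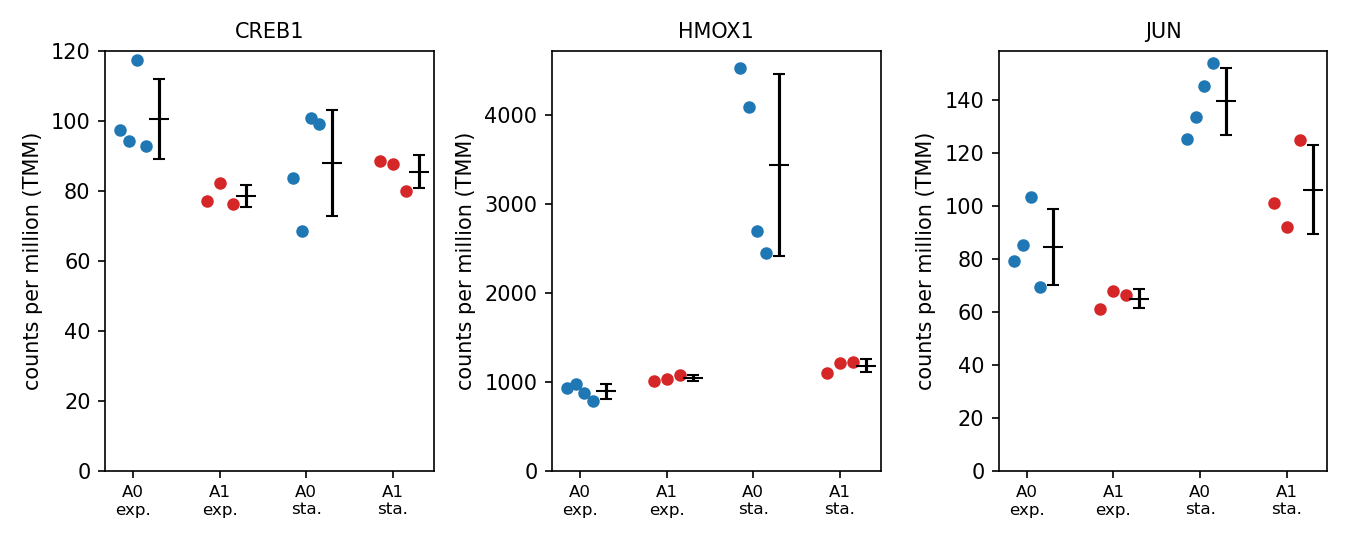
CPM of CREB1, HMOX1 and JUN in A0 and A1 cultures at exponential (exp.) and stationary (sta.) phase. Each point is a culture and the bar beside the points is the mean ± SD; the A0 cultures of HMOX1 rise from 891 CPM on average at exponential phase to 3444 at stationary phase, while the A1 cultures average 1038 and 1179.8.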

Two proteins that are up-regulated by CREB1, NOLC1 and NDC80, were upregulated at the total protein level in the A1 cell line. Protein NOLC1 was also upregulated at the phosphoprotein level whereas the mRNA level for NOLC1 was downregulated in the A1 cell line.

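NOLC1 (gene 100773818) mRNA fell from 507 ± 44.5 CPM (SD, n = 4) in A0 to 387 ± 17.9 (SD, n = 3) in A1 at exponential phase, a log2 fold change of -0.39 (standard error 0.09, adjusted p = 0.0064 from edgeR's quasi-likelihood test). At stationary phase the log2 fold change was -0.24 (standard error 0.07, adjusted p = 0.023 from edgeR). The A0 and A1 cultures did not overlap at either phase. The exponential call was lost without A1 culture 3 (adjusted p = 0.056), and the stationary call without A0 culture 4, A1 culture 1 or A1 culture 3 (adjusted p = 0.054, 0.12 and 0.061), with the same direction.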

### 3.5. Chromatin immunoprecipitation

Previous work in our lab has identified transcription as the rate-limiting step in the production of monoclonal antibodies in both the parental cells and amplified progeny in these cell lines (Jiang et al., 2006). Based upon the consensus binding sequences of the transcriptional proteins and their occurrences along the CMV promoter, bioinformatic analysis of the CMV sequence indicated that CREB1 exhibits a high probability of influencing transcription from the CMV promoter (Table 1). The URA and nuclear proteomic and phosphoproteomic analysis further substantiated the potential role of CREB1. The URA also indicated a high likelihood of NFκB activation; however, we were unable to find any additional proteomic or phosphoproteomic evidence to support this activation. To evaluate whether high and low productivity clones exhibited differential interactions between the CMV promoter region and these transcription factors, chromatin immunoprecipitation was carried out, employing antibodies to these transcriptional proteins as well as to Sp1, a negative control.

Immunoprecipitated chromatin was purified and then subjected to RT-qPCR to quantify the number of copies of GAPH and CMV promoter regions bound to each transcription factor. After immunoprecipitation, PCR-derived Ct values were normalized to the respective input DNA values to serve as a loading control. We observed a ~6-fold difference in the CREB1 association with the CMV promoter chromatin in the amplified progeny A1 relative to the A0 parental cell line, indicating that the CREB1 association to the CMV promoter was increased even after accounting for MTX amplification and subsequent increase in CMV copies (Fig. 3). The CMV binding to NFκB and RNA pol II was much lower than the binding to CREB1. As expected, the CMV binding to Sp1 was quite low as the Sp1 transcription factor has a predicted low likelihood of association with the CMV promoter.

When the immunoprecipitated DNA was assayed with GAPDH primer probes (Fig. 4), we observed a ~4-fold increase in the GAPDH-CREB1 association in the amplified clone A1 relative to the progeny clone A0. These data suggest that the transcription factor CREB1 shows an increased association with the genomic DNA within the A1 amplified progeny relative to the parental A0 clone, which would be consistent with activation of CREB1 in the amplified cell lines. Despite the predicted increase in NFκB activity from the URA, no increased association of NFκB or RNA pol II with either CMV or GAPDH was observed.

## 4. Discussion

### 4.1. Role of CREB1 in transcriptional enhancement

In previous studies (Jiang et al., 2006), we observed that the A1 cell line has approximately twice the number of copies of the transgenes but expresses 5-fold more transcripts than the A0 parental clone. Results presented here suggest increased association of CREB1 with the nucleus in the high producer cell line A1 compared with the parental A0 clone. CREB1 is a well-studied transcriptional activator that promotes gene expression from a variety of promoters. CREB1 becomes activated as part of the cAMP cascade. A stimulus from the environment causes cAMP to activate a protein kinase that in turn translocates to the nucleus and phosphorylates the CREB1 protein. Activated CREB1 then binds to its DNA consensus sequence in many promoters in the cell and activates the transcriptional machinery. The consensus sequence (5’-GTGACGT[AC][AG]-3′) is present in many viral and cellular promoters, including the constitutive CMV promoter that is used to drive gene expression in the clones in this study and is widely used for recombinant protein production in the biopharmaceutical industry. (Ortega-Martínez, 2015). Typically, CREB1 binds DNA as a dimer and also acts as a coactivator of transcription by associating with UTF1 (Beausoleil et al., 2004). The CREB-binding protein (CBP) also exhibits histone acetyltransferase (HAT) activity. Hence, CREB1 is suggested to have a role in the activation of transcription by DNA binding as well as modulating the chromatin, specifically by acetylating histones H2B and H4 (Harton et al., 2001).

While CMV is a strong constitutive promoter, it shows great variability in activity depending on the cell line used for transfection (Qin et al., 2010). The CMV promoter also has a large CpG island and is prone to silencing by methylation. Removing CpG islands from the promoter tends to mitigate gene silencing but does not prevent changes in expression due to histone modifications (Ho et al., 2016). 

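Of the 41 genes that Supplementary Table 2 lists as histone deacetylases and related proteins, 38 were tested at exponential phase. The median size of their log2 fold changes was 0.29, and 1 gene, HDAC9, changed at least 2-fold. An adjusted p-value under 0.05 was reached by 50% of them, against 25.7% of all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Highly expressed genes reach it more often. Among 10000 random lists of the same size matched on mean expression, a median of 15 genes reached it, and 95% of the lists had between 9 and 21.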

While changes in transcription can occur from differences in histone modifications, in the present study we found fairly limited changes in the histone deacetylase (HDAC) and related protein mRNA levels (Supplementary Fig. S1) and even fewer changes at the proteomic and phosphoproteomic levels (Supplementary Table 2) in the clones under study, leading us to focus on other proteomic and phosphoproteomic differences in the amplified clones.

CREB1 is a transcriptional activator that undergoes complex phosphoregulation by multiple kinases at multiple phosphosites. Ser-133 is the most studied phosphosite on CREB1. Phosphorylation of Ser-133 by PKA activates CREB1 by increasing its DNA binding activity, promoting the recruitment of the co-activator proteins CBP and p300. Although we did not find differential phosphorylation of Ser-133 in our phosphoproteomic data, three other phosphopeptides containing four phosphosites were identified as differentially phosphorylated. Various studies have shown phosphosites other than Ser-133 also play a crucial role in CREB1 activity. Hence, it is important to discuss the phosphorylation pattern of these phosphosites to understand the complex mechanism of CREB1 regulation by phosphorylation. For example, we found that phosphopeptide ILNDLsSDAPGVPR (Ser-142) exhibited 1.52-fold higher phosphorylation in the low producer A0 cell line. Phosphorylation of Ser-142 by CamKII inhibits CREB1 transactivation in CV1 mammalian cells by preventing CREB1 dimerization (Wu and McMurray, 2001). Furthermore, the differentially abundant phosphopeptide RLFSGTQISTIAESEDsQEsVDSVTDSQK (Ser-111 and, Ser-114) contains two phosphosites associated with the ataxia-telangiectasia-mutated and casein kinase 1 (ATM/CK) cluster, a group of closely spaced and conserved serine phosphosites at the N-terminal portion of CREB1 (S108, S111, S114, S117 and S121). The phosphorylation of these phosphosites by ATM/CK in response to DNA damage inhibits CREB1 mediated transcription. However, ATM-independent phosphorylation of the ATM/CK cluster positively regulates CREB1-mediated transcription by promoting nuclear translocation of cAMP-regulated transcriptional coactivators (Kim et al., 2016). Also, in response to genotoxic stress, phosphorylation of Ser-111 of CREB1 by ATM primes phosphorylation of Ser-108, Ser-114, and Ser-117 by CK1 and CK2, ultimately leading to inhibitory phosphorylation of Ser-121 on CREB1 by ATM. However, DNA-damage-independent phosphorylation of the ATK/CK cluster does not promote Ser-121 phosphorylation (Shanware et al., 2010). In our data, we did not find phosphorylation of Ser-121, suggesting potential genotoxic stress-independent phosphorylation of the ATM/CK cluster on CREB1 in the high productivity cell line, A1. Genotoxic stress also promotes inhibitory phosphorylation of Ser-271 on CREB1 by homeodomain-interacting protein kinase 2 (HIPK2) (Trinh et al., 2013). We found twofold increased abundance of phosphopeptide TAPTSTIAPGVVMAs SPALPTQPAEEAAR (Ser-271) in the high-producer A1 cell line. Paradoxically, studies have shown an increase in transactivation activity of CREB1 in response to Ser-271 phosphorylation via recruitment of CBP and p300 (Sakamoto et al., 2010). Furthermore, homeodomain interacting protein kinase 2 (HIPK2) has been shown to induce phosphorylation of Ser-2361, Ser-2363, Ser-2371, Ser-2376, and Ser-2381 residues on CBP. It has been suggested, however, that HIPK2 enhances the transcriptional activity of CBP by antagonizing the repressive action of cell cycle regulatory domain 1 (CRD1), located between amino acids 977 and 1076 in HPIK2 independent manner (Kovács et al., 2015). We observed the differential abundance of CBP C-terminal phosphopeptide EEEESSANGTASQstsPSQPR (1061–1083 region) on Ser-1074, Thr-1075 and Ser-1076. The phosphorylation status of these residues has not been investigated for their implication in CBP transactivation activity.

In addition to protein CREB1, the cAMP response element binding protein family also contains transcription factors CREM and ATF, which share a high degree of sequence and structural similarity. As described above, we observed differential abundance of the phosphopeptide containing Ser-271 on CREB1; interestingly, we also found the corresponding peptide of CREM harboring phosphosites Ser-271, Ser-274, Ser-277 and Ser-286 with 1.7-fold higher phosphorylation in high producer A1 cells. Despite being a close member of the CREB family and previously implicated in transcription regulation, CREM and ATF1 transcription factors have not been subjected to the same scientific inquiry as CREB1.

## 5. Concluding remarks

Transcription initiation occurs when the transcriptional machinery binds to the promoter regions of genes. Subsequently, mRNA synthesis occurs and then proteins are trafficked, folded and secreted. Recombinant gene expression in biopharmaceutical processes is frequently driven by the CMV promoter. Many studies have demonstrated the importance of employing vector design, UCOE, and MARs elements to influence the chromatin state to augment the expression of therapeutic proteins in mammalian cells (Veith et al., 2016). However, there is little evidence of the role of the nuclear proteome and the interaction of DNA promoters with transcription factors to demonstrate the mechanism of transcriptional regulation. In this study, two cell clones exhibiting different productivity levels were investigated to determine the mechanism behind higher productivity. From a previous characterization, higher productivity in the selected clones was determined to be influenced by the increased transcription within the higher producer cell lines.

Based upon the binding consensus of the transcription factors in the database, we hypothesized that CREB1 has a large likelihood of binding to the promoter region. By employing ChIP, we were able to study the interactions with the chromatin in each of the cell lines investigated. Our results indicate ~6-fold increased binding in the higher producer cell line. CREB1 is also implicated in other aspects of gene regulation, including histone modifications by CBP, a histone acetyltransferase, (Khan et al., 2017) (Levine et al., 2005) and in interactions with the DNA methyltransferases Dnmt3a and Dnmt3b (Hervouet et al., 2009). As the consensus binding region of the transcriptional factors falls on the site of a CpG island within the CMV promoter, we expect a complex interplay in the function of transcription factor with the DNA in cells adapted to very high productivity phenotypes. Our understanding of the role of CHO nuclear proteome needs to evolve for us to understand the complex interplay between the transcriptional machinery and the high productivity phenotype.

## Supplementary Material

1

2

3

4

## Figures and Tables

**Fig. 1.**
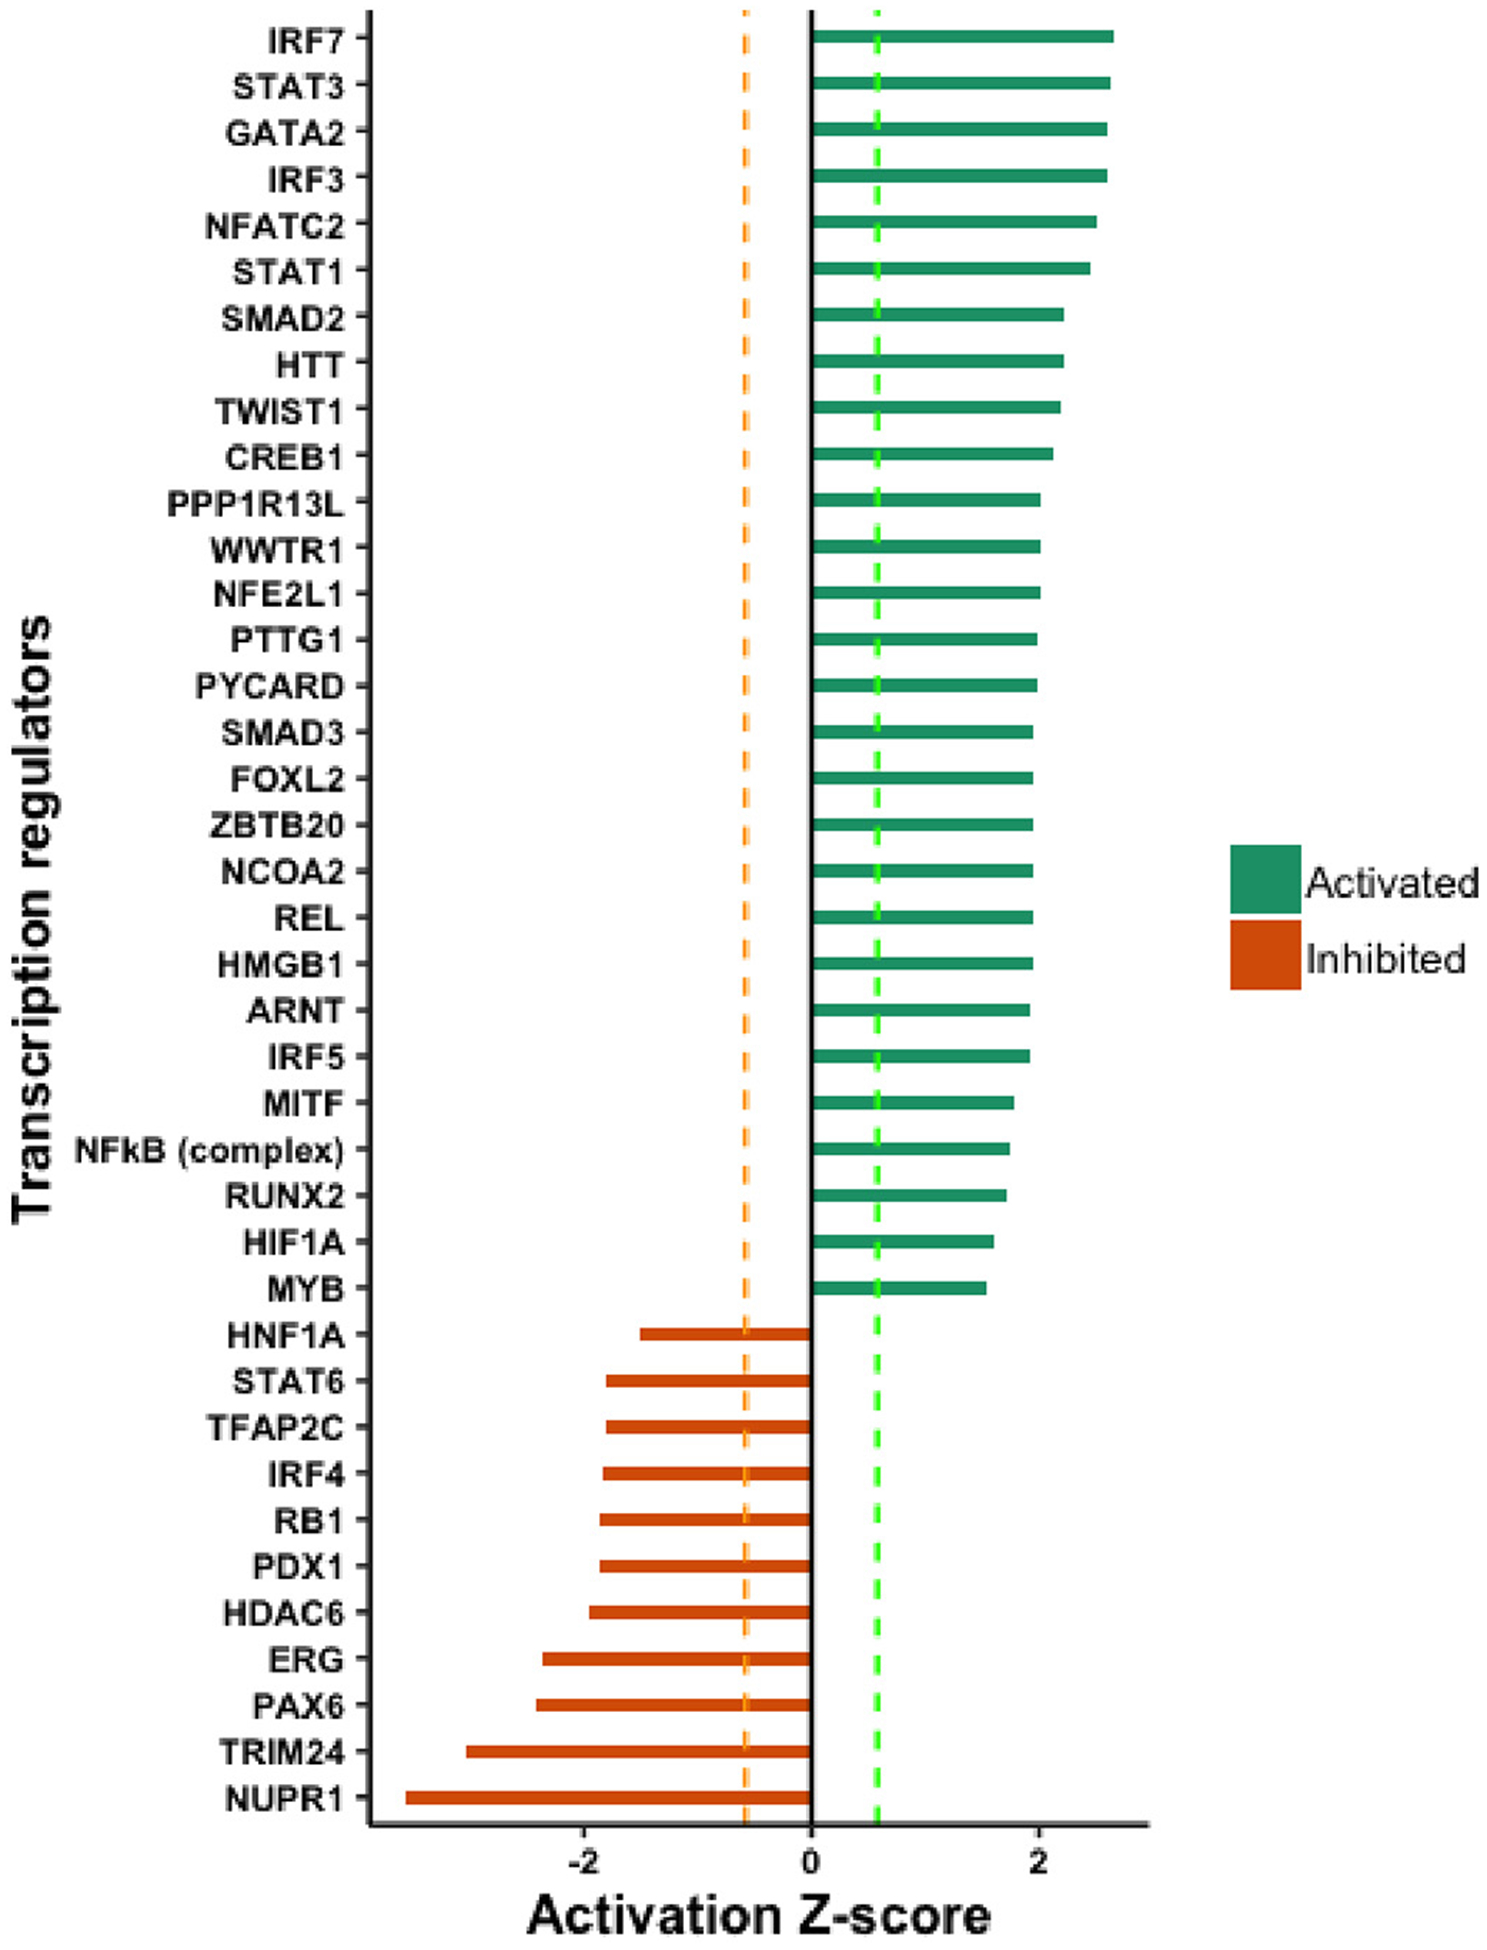
Ingenuity pathway analysis-Predicted activity status of transcription regulators from upstream pathway analysis.

**Fig. 2.**
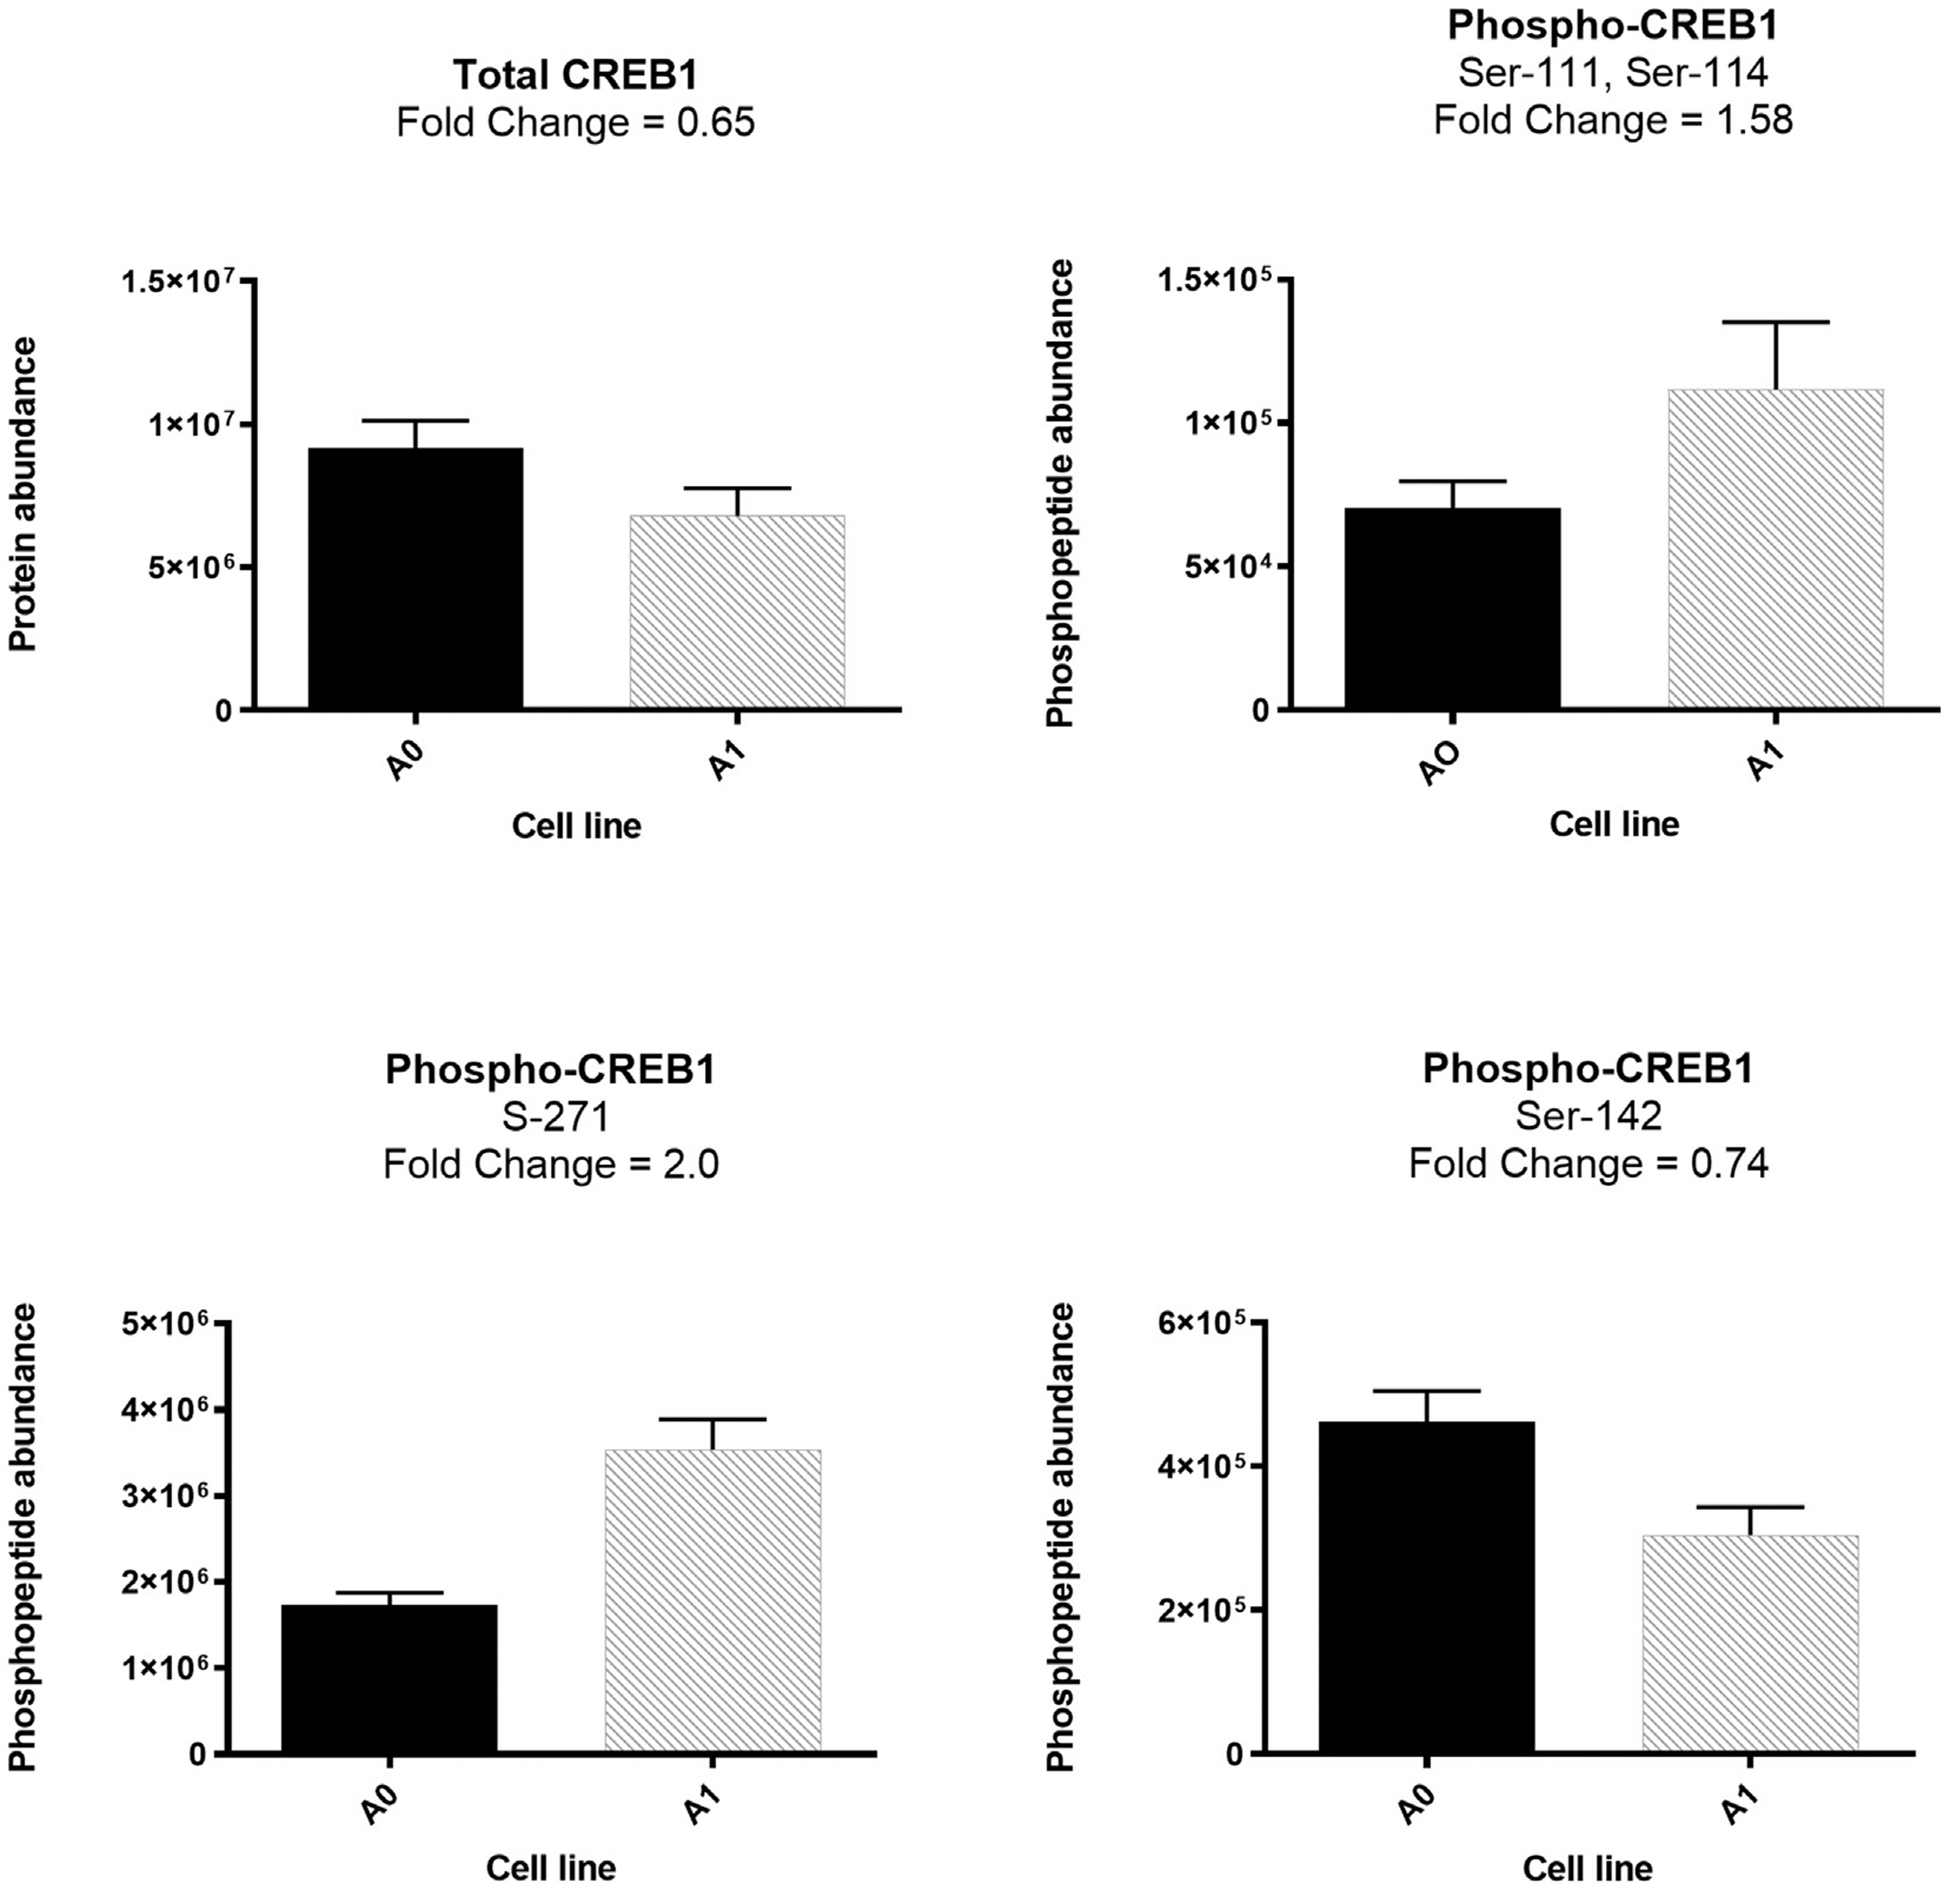
CREB1 proteomic and phosphoproteomic expression changes in the nucleus of A0 and A1 cell lines. A-Total CREB1, B-D-phosphopeptides Ser-111 and Ser-114, Ser-272, and Ser-142, respectively. Fold change is the relative abundance in A1 relative to A0.

**Fig. 3.**
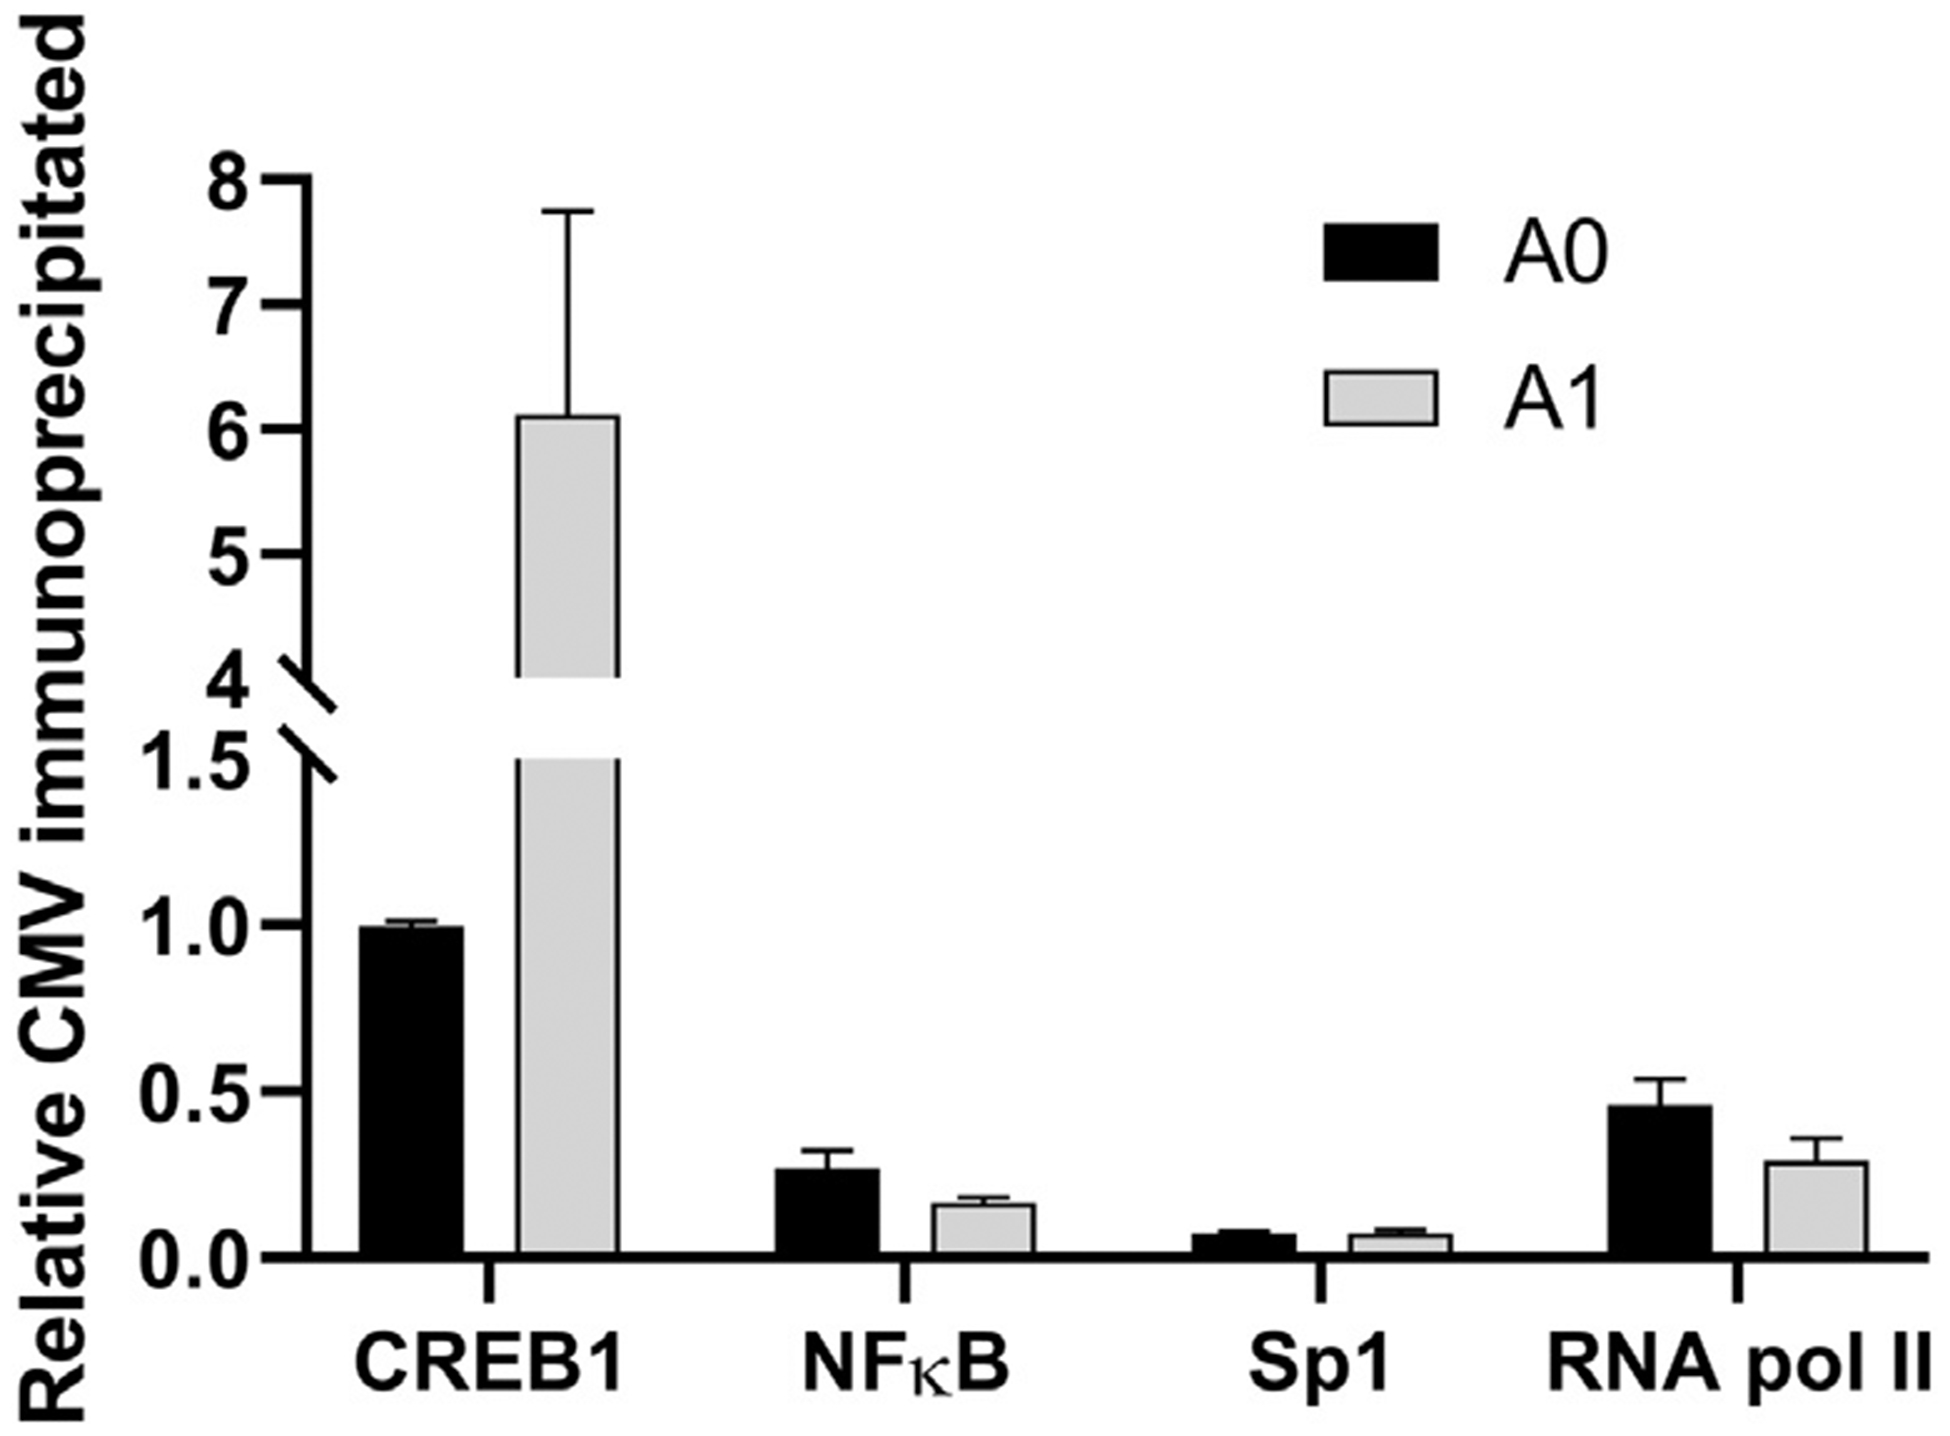
Normalized number of copies of CMV promoter region binding to transcription factors in A1 cell line vs. A0 cell line.

**Fig. 4.**
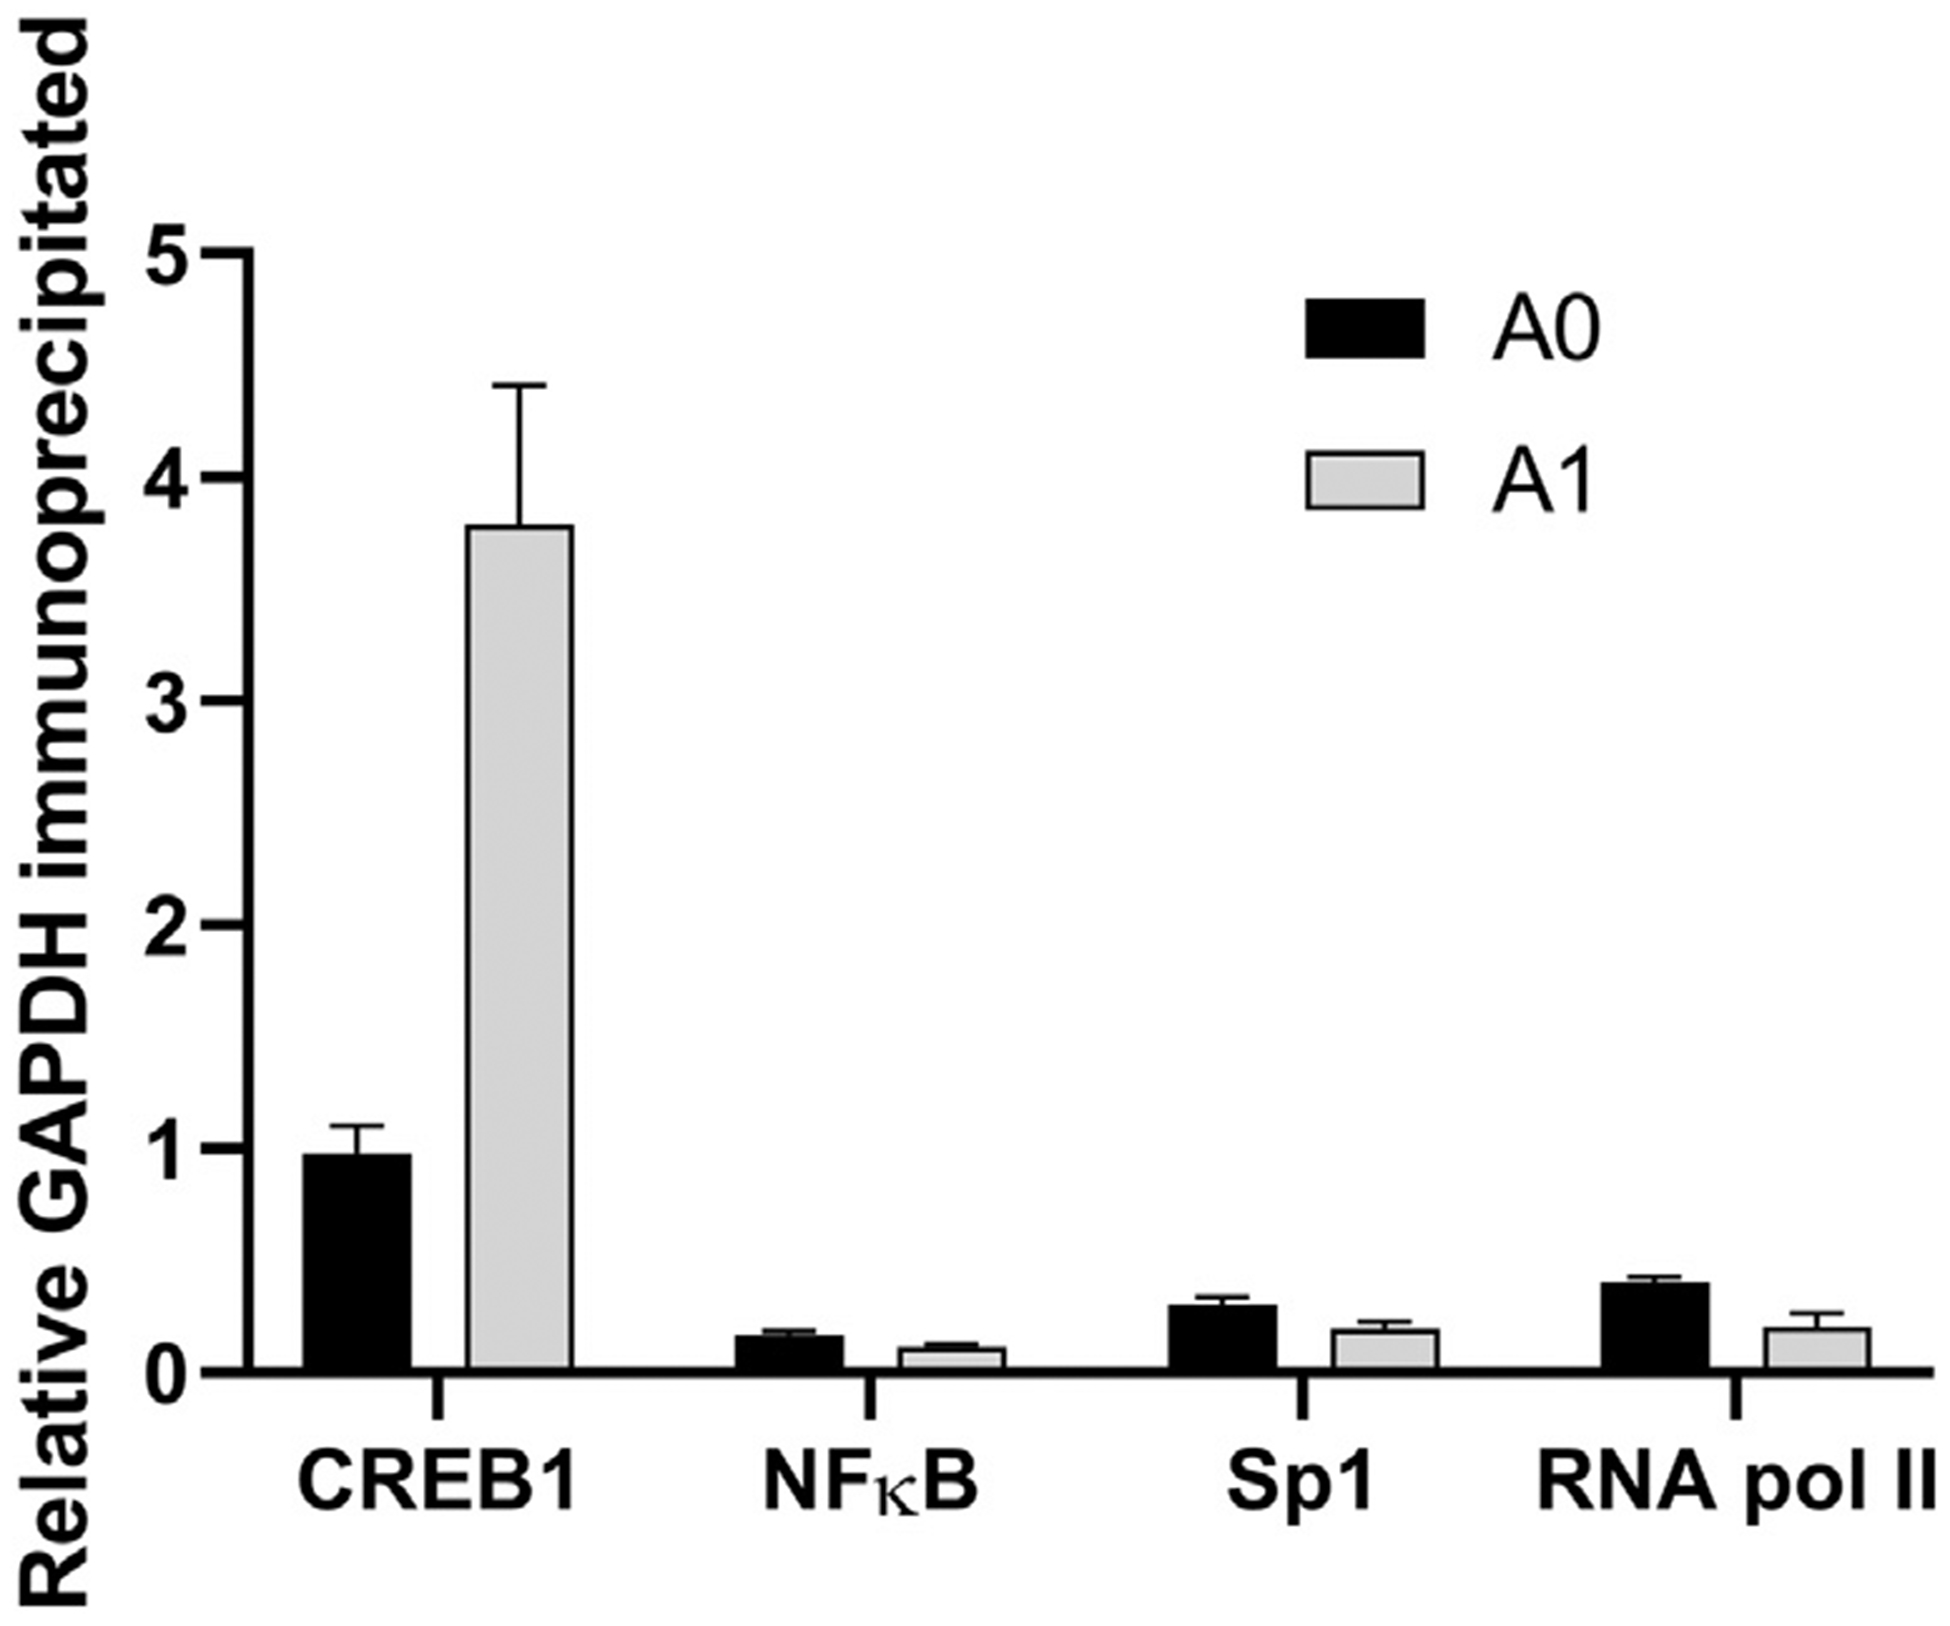
Normalized number of copies of GAPDH promoter region binding to transcription factors in A1 vs. A0 cell line.

**Table 1:** Top scoring transcription factors binding sites. 5 out of 548 sites are shown. From TESS: Transcription Element Search System (http://www.cbil.upenn.edu/cgi-bin/tess/t) along with the *z-score* values from Ingenuity URA analysis.

#	Transcription Factor	Beg	Sns	Len	Sequence	^a^*La*	^b^URA Z-Score
1	T00230 EF-C T00963 MDBP	292	R	25	TATGTTCCCATAGT AACGCCAATAG	50.0	
2	T00029 AP-1 T00590 NF-κB	562	R	23	TTTGACTCACGGGG ATTTCCAAG	46.0	1.74
3	T00051 ATF T00167 CREB1	592	R	18	CCCATTGACGTCA ATGGG	36.0	2.135
4	T00952 AP-2	99	N	8	CCCMNSSS	10.0	

a La: Log likelihood score of association of transcription factor to given consensus sequence.

b URA Z score: Likelihood of activation (positive Z-score) or inactivation (negative Z-score) of transcription factor based on differential expression of genes regulated by the transcription factor.

**Table 2:** CREB1 regulatory relationship proteins from TRRUST (https://www.grnpedia.org/trrust/) transcriptional regulatory database. Fold change values are shown as Log_*2*_FC(A1/A0). Orange cells represent downregulation and green cells represent upregulation in the A1 cell line.

Gene	Activity	RNA-seq	Total Protein	Phosphoprotein	URA-ZSCORE
HMOX1	Repression	−0.70	−1.47	N/A	−2.07
JUN	Repression	−0.42	−1.27	−0.18	−0.34
XPC	Unknown	N/A	−0.76	N/A	N/A
NOLC1	Activation	−0.33	0.89	1.40	N/A
NDC80	Activation	N/A	2.85	N/A	N/A
ETV3	Activation	0.21	N/A	0.61	N/A

# Supplementary material for: Increased mAb production in amplified CHO cell lines is associated with increased interaction of CREB1 with transgene promoter
**Source:** Curr Res Biotechnol. Author manuscript; Available in PMC 2020 Jun 23.
**Supplement:** 1

## Supplementary data

Histone deacetylases (HDACs) are a group of enzymes that remove acetyl groups from lysine residues in histones and non-histone proteins, resulting in transcriptional repression. HDACs have a role in cell growth arrest, differentiation and death. Methylation of the DNA and HDAC activity are closely linked.

We investigated the role of HDACs and related proteins in our cells using RNA extracted from exponentially growing cells. We observed no significant fold changes in the majority of the histone deacetylases or related proteins between in the cell lines. 

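At exponential phase, 19 of the 38 listed genes that were tested had an adjusted p-value under 0.05, 7 of them higher and 12 lower in A1. Adjusted over the list alone, 21 genes did (edgeR's quasi-likelihood test). The paper gives a log2 fold change for 22 of the genes, and 16 of these were among the 19. With each culture left out in turn, the smallest count was 9, without A1 culture 3, and it was 12 without A0 culture 2, A1 culture 1 or A1 culture 2. The balance of directions differed at stationary phase, where 18 of the 38 genes passed the threshold, 12 higher and 6 lower in A1.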

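HDAC1 (gene 100752721) had a log2 fold change of 0.40 at exponential phase (standard error 0.09, adjusted p = 0.0054 from edgeR's quasi-likelihood test). HDAC7 (gene 100766171) had 0.39 (standard error 0.10, adjusted p = 0.0089), and without A1 culture 1 its adjusted p was 0.077. HDAC2 (gene 100764557) went the other way, at -0.40 (standard error 0.09, adjusted p = 0.0051). HDAC9 (gene 100757696) was the lowest, at -1.32 (standard error 0.31, adjusted p = 0.0057), from 3.50 ± 1.16 CPM (SD, n = 4) in A0 to 1.38 ± 0.490 (SD, n = 3) in A1. HDAC4, HDAC5 and HDAC6 had log2 fold changes of -0.24, -0.21 and 0.12, with adjusted p-values of 0.12, 0.22 and 0.45. At stationary phase HDAC4 had a log2 fold change of -0.73 (adjusted p = 3.0e-05 from edgeR). HDAC2 was not past the threshold there (-0.066, adjusted p = 0.60), nor were HDAC5 (-0.11, adjusted p = 0.26) and HDAC6 (0.024, adjusted p = 0.85). HDAC1, HDAC7 and HDAC9 were past it, at 0.63, 0.80 and -1.51 (adjusted p = 2.3e-05, 5.0e-05 and 0.0010).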

A detailed comparison of the transcriptomic, proteomic and phosphoproteomic changes in HDACs and related proteins is given in Supplementary Table 2.

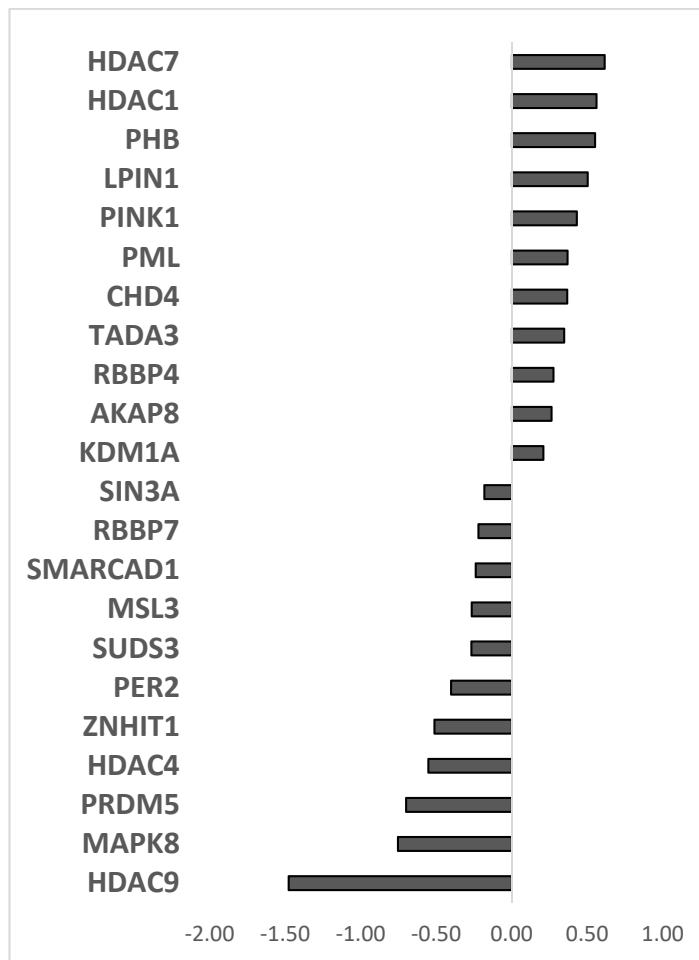

**Figure S1: Log<sub>2</sub> Fold-change (A1/A0) of mRNA levels for histone deacetylases and related proteins**

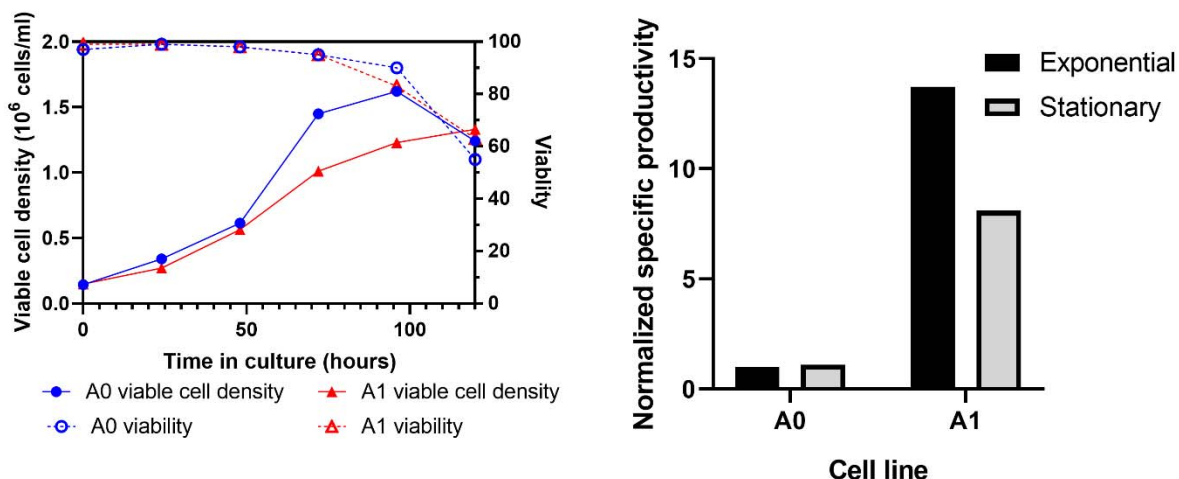

**Figure S2: Growth (left panel) and specific productivity (right panel) data for cultures used for RNA-seq and proteomic studies. Samples were taken at 48 hours (exponential) and 96 hours (stationary) for antibody titer measurements. Specific productivities are normalized to the specific productivity for A0 at 48 hours.**

Supplementary Table 1 contains complete abundance data for all differentially expressed nuclear proteins, phosphoproteins and phosphopeptides including peptide to spectrum matches. Supplementary Table 1 can be viewed at

<https://drive.google.com/file/d/1TAZcPS34AhQIs1HXszFbuDWnCFt2WR0Z/view?usp=sharing>

Supplementary Table 2 contains differential expression information at the transcriptomic, proteomic and phosphoproteomic levels for histone deacetylases and related proteins.

Supplementary Table 3 contains media composition data.

How the deposited data were processed for this re-analysis (not part of the article)

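RNA of the CHO clone A0, of its methotrexate-amplified progeny A1 and of CHO-S was measured by RNA-seq at exponential and stationary phase. The authors aligned the reads with STAR to the Chinese hamster genome, counted them per gene with HTSeq-count and deposited the counts without normalization. The table has 28037 genes, 24 libraries and 5 summary lines of HTSeq-count, which were kept out of library sizes and tests. Over the 24 libraries, 2.31% to 11.5% of the reads were not aligned, 11.9% to 32.8% fell outside genes and 12.7% to 14.8% aligned to more than 1 place. The paper's text does not name a strand setting, so overlapping and antisense genes are uncertain. CHO-S was used for comparison of levels only.

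The exponential comparison used 4 A0 cultures, with libraries of the same culture number summed, and 3 A1 cultures. The stationary comparison used 4 A0 and 3 A1 cultures. Genes with at least 1 count in at least 2 libraries and a variance above 0 were tested with edgeR 4.0.16 (R 4.3.3), with TMM normalization and the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The interaction of cell line and growth phase was tested over the 4 groups together. The biological coefficient of variation was 0.118 at exponential and 0.102 at stationary phase. CPM are TMM-normalized. DESeq2 1.42.0 and limma 3.58.1 served for alternatives and for the gene set test fry. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest.

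The procedures were tested on simulated counts of independent cultures. In these, 200 genes with at least 5 CPM in A0 at exponential phase were changed 2-fold. edgeR recovered 99% of them among 19547 genes with 12 false calls, and 89.5% for the interaction among 20018 genes with 19 false calls. With the culture number as a block, 53 of the calls were false. With no gene changed, 2 of 19501 genes were called. Smaller changes of single genes, such as that of CREB1, and the 2 sets of A0 cultures were not simulated. The recovery and false calls therefore do not carry over to them.

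Named genes were fixed before the data were examined: CREB1, the genes of Table 2, the HDAC genes of Supplementary Table 2, GAPDH, and the 5 largest rises and 5 largest falls at exponential phase among genes past the threshold, with at least 5 CPM on average and no overlap between A0 and A1 cultures. Of the genes that the rule lists by name or takes by rank, 2 are not reported here. GAPDH had a log2 fold change of -0.22 (adjusted p = 0.32 from edgeR). A0 culture 4 had 2481 CPM against 4052 to 4542 in the other A0 cultures. Without it the value was -0.38 and past the threshold (adjusted p = 0.0017 from edgeR). A replicate block also gave -0.38, but this is not a separate check. No A1 culture has the number 4, so with the block A0 culture 4 adds nothing to the estimated line difference. A gene at or under 3 counts in every culture of a group was taken to be at the floor. The alternatives fixed before the data were examined covered the tool, the normalization, the gene filter, a replicate block, the choice of A0 libraries, the samples in the fit and leaving out each culture. Others were added after the values were seen and are named as such. Among these are 4 DESeq2 fits over both phases, all of which are reported. The planned DESeq2 fits over both phases took the 8 A0 exponential libraries as separate samples. Their p-values therefore count each A0 exponential culture more than once. Gene names come from the RefSeq genes of the assembly CriGri-PICRH-1.0, which is not the build of the counts, so no coordinates are given. Upstream regulator scores, chromatin immunoprecipitation and the proteome were not analysed here, apart from the published nuclear protein fold changes.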

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

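The tests of scaling, of the 2 sets of A0 cultures and of the reads not aligned were chosen after the results were seen.

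The difference between A1 and A0 in HMOX1 mRNA changed with the growth phase, with an interaction of -1.77 on the log2 scale (adjusted p = 1.8e-05 from edgeR). At exponential phase the difference was not past the threshold, and at stationary phase A1 was lower, A0 having the higher mean there (3444 CPM) than at exponential phase (891 CPM). An error of scaling between libraries moves all genes of a library alike and leaves their order as it is, and among the 10535 genes with at least 5 CPM on average 28, HMOX1 included, had an interaction as low, which argues against scaling as the cause. The difference between A0 cultures 1 and 2 and cultures 3 and 4 does not account for it either, since the value closest to 0 with one set alone was -1.44. Every A0 culture at stationary phase (2446 to 4538 CPM) lay above every A0 culture at exponential phase (781 to 979). A1 had 1098 to 1227 CPM at stationary and 1011 to 1076 at exponential phase. The change between phases was not tested within A0, and its cause stays open.

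LOC103164451, LOC103161204 and LOC103161203 had interactions of -2.01, -1.75 and -1.60, and with one set of A0 cultures alone the value closest to 0 among them was -1.57. For HDAC4, with an interaction of -0.49, the value was -0.76 with A0 cultures 1 and 2 alone (adjusted p = 3.4e-05 from edgeR) and -0.22 with cultures 3 and 4 alone (adjusted p = 0.34). The HDAC4 interaction was also not past the threshold without A0 culture 1 or 2 or A1 culture 2 or 3 (-0.41, -0.39, -0.38 and -0.44). Whether the HDAC4 interaction differs between the sets of A0 cultures was not tested, and a contribution of that difference stays open. No biological explanation was tested for these genes.

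Among 52 groups of 4 A0 cultures, 2 held a culture far from the others: LOC103164451 at exponential phase, where A0 culture 3 was low (gap over range 0.909), and LOC103159353 at stationary phase, where A0 culture 2 was high (0.913). Chance gives 2.6 among 52, so no explanation is needed for them.

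The paper does not report the stationary comparison, in which 6496 of 19293 genes had an adjusted p-value under 0.05. Of the splits of the 7 cultures into 3 and 4, 1 of 35 gave as many, the real one. At exponential phase 1 of 35 splits gave as many as the real one, and the split of A0 cultures 1, 2 and 3 against the rest gave 2048. Of the 3093 genes past the threshold at both phases, 2914 changed in the same direction.

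The share of reads not aligned was higher in A0 and A1 than in CHO-S: 3.85% in A0 at exponential and 7.93% at stationary phase, and 8.05% and 10.99% in A1, against 2.33% and 2.62% in CHO-S. The library with the fewest counts on genes, a CHO-S stationary library with 1038026, had 3.06% of its reads not aligned, below every A0 and A1 library but above the other CHO-S stationary libraries (2.46% and 2.35%). In 5 of the 6 groups the library with the fewest counts lay above the mean of the others. Between lines, CHO-S stationary libraries had 2.35% to 3.06% with 1038026 to 14290792 counts. Those of A0 and A1 had 6.43% to 11.5% with 6532373 to 12913264. At exponential phase A1 libraries had 7.49% to 8.65% with 11823294 to 13060749 counts. Those of A0 had 3.13% to 4.85% with 8479208 to 14586630, a range that holds the A1 depths. These values argue against low depth as the cause of these differences. Poor library quality stays open, with few libraries in each group, as does an effect of depth within groups. Another candidate explanation is transcripts of the transfected plasmids, which the Chinese hamster reference does not hold. The smallest excess over CHO-S, in A0 at exponential phase, was 1.53 percentage points, and the order CHO-S, A0, A1 held for every culture at both phases. The plasmid sequences were not used here.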

How the results depend on the processing

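The alternatives named as added were chosen after the values were seen. Of the 24 named genes at exponential phase, 10 kept their direction and side of the threshold under every alternative. At stationary phase 6 of 14 did, and for the interaction 4 of 6. In the 22 alternatives planned at exponential phase the threshold was passed 18 times by CREB1, 13 by JUN, 9 by XPC, 21 by NOLC1, HDAC1, HDAC2 and HDAC7, and 2 by HMOX1, ETV3, HDAC4 and GAPDH. In the 16 planned at stationary phase it was passed 14 times by JUN, 13 by ETV3, 12 by NOLC1 and 7 by NDC80, and in the 17 of the interaction 10 times by HDAC4 and 0 times by CREB1, which passed it with A0 cultures 1 and 2 alone (0.45), an added setting.

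The exponential count was within 1.5 times 5154 in all fits except those without an A1 culture, and ranged from 3156 to 6017 across the 7 fits that each left out one culture (3422, 3396 and 3156 without A1 cultures 1, 2 and 3). Fewer samples entered those fits. The stationary count stayed within 1.5 times. The interaction count of 1871 genes went from 570 to 2986 with one culture left out. It was 1120 without A0 culture 2, 2986 without A0 culture 4, and 1006, 570 and 741 without A1 cultures 1, 2 and 3. The line by phase interaction count was 2978 with the replicate block and, added, 3432 with a replicate block of each culture sampled at both phases and 4586 with A0 cultures 1 and 2 only. The cause was not tested.

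Culture numbers do not pair A0 with A1: same-numbered cultures had correlations of 0.014, 0.017 and 0.010 at exponential and 0.016, -0.134 and 0.057 at stationary phase. The replicate block therefore says little about pairing. Within a phase it also takes A0 culture 4, which has no A1 culture of its number, out of the line difference. It moved the exponential count to 6190 and the fry p-value of the cAMP list to 0.048 (median -0.012). With it XPC and GAPDH at exponential and NDC80 at stationary phase passed the threshold (adjusted p = 0.027, 0.00017 and 6.4e-10 from edgeR), and NOLC1 at stationary phase did not (0.059). Between the phases, which the interaction compares, same-numbered A0 cultures correlated at 0.424, 0.313, 0.266 and 0.19, and same-numbered A1 cultures at -0.101, -0.125 and 0.154. A0 cultures 1 and 2 also correlated with each other across the phases (0.182 and 0.236), as did cultures 3 and 4 (0.322 and 0.27), so in A0 the sets of cultures deviated together as well as the numbers, and in A1 the numbers do not pair the phases.

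For the interaction, splits of the cultures were first drawn 40 times, of which 2 gave as many genes as the real split, the real one included. After that result was seen the draws were raised to 100, of which 3 did. The share in the first 40 was equal to the 0.05 used to judge it, and the share in the 100 was 0.03, below it. Both of the other large splits exchange A0 exponential cultures with A1 and keep the stationary labels, so they contain the line difference itself.

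The HDAC list count of 19 was 11 in the added edgeR fit over both phases, and ranged from 9 to 21 with one culture left out (12 without A0 culture 2, A1 culture 1 or A1 culture 2, 9 without A1 culture 3). Adjusted over the list alone, the count of 21 was 12 in that fit and 13 in the added DESeq2 fit over both phases with libraries summed and line only.

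The cAMP list median of -0.039 reversed without a gene filter (0.067), with only the second A0 library of each culture (0.13), and in DESeq2 over both phases with line only (0.014) or phase as covariate (0.024). Among added fits it was 0.042 with A0 cultures 1 and 2, 0.028 with cultures 3 and 4, 0.040 with edgeR over both phases, 0.026 and 0.030 with DESeq2 on summed libraries (line only; phase as covariate), and 0.017 and 0.024 on libraries without a suffix. For A0 cultures 1 and 2 the fry p was 0.014 downwards, past the threshold, and the camera p 0.66. The difference of -0.0062 between activated and inhibited regulators reversed to 0.0033 with DESeq2 defaults, 0.17 with the 4 groups in 1 fit, 0.15 with filterByExpr, 0.28 with no filter, and 0.049 and 0.10 with DESeq2 over both phases (line only; phase as covariate). In the added fits it was 0.20 with edgeR over both phases, 0.040 and 0.078 with DESeq2 on summed libraries, and 0.00456 and 0.074 on libraries without a suffix. With one culture left out it ranged from -0.15 to 0.036, and was above 0 without A0 culture 1 or 2 or A1 culture 1 or 3. The correlation of mRNA with nuclear protein, -0.054, was 0.0488 in DESeq2 over both phases with phase as covariate, and in added fits 0.0583 with edgeR over both phases, 0.0592 and 0.0646 with DESeq2 on summed libraries, and 0.0513 and 0.0566 on libraries without a suffix.

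HMOX1 at exponential phase, 0.22, was -0.65 and -0.48 in DESeq2 over both phases (line only; phase as covariate), and in added fits -0.96 with edgeR over both phases, -0.96 and -0.63 with DESeq2 on summed libraries, and -0.96 and -0.62 on libraries without a suffix. These fits include the stationary cultures, in which HMOX1 was lower in A1. NDC80, -0.19, was 0.12 in DESeq2 over both phases with phase as covariate, and in the same added fits, in that order, 0.044, 0.045, 0.15, 0.038 and 0.15. With one set of A0 cultures alone, which was added, further genes passed the threshold. With cultures 1 and 2 these were XPC (0.33), ETV3 (0.25), HDAC6 (0.31) and GAPDH (-0.40) at exponential and NDC80 (0.93) at stationary phase, and with cultures 3 and 4 HMOX1 (0.32), NDC80 (-0.31), HDAC4 (-0.39) and HDAC5 (-0.40) at exponential and CREB1 (-0.22) and HDAC2 (-0.18) at stationary phase, while JUN (-0.42) no longer passed it at exponential phase. With A0 cultures 1 and 2 alone, HDAC5 at exponential phase was 0.00299, and at stationary phase CREB1 was 0.16, XPC -0.024 and HDAC2 0.067. With cultures 3 and 4 alone HDAC6 was -0.052 at exponential and -0.032 at stationary phase. CREB1 at stationary phase was 0.031 with the replicate block and ranged from -0.15 to 0.027 with one culture left out (above 0 without A0 culture 3 or 4), and HDAC6 from -0.017, without A0 culture 1, to 0.057.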

Differences from the paper's values

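HMOX1 had a log2 fold change of 0.22 at exponential phase against the paper's -0.70. Of the alternatives set before the data were examined, DESeq2 over both phases with line as the only factor came within the replicate spread of the paper's value (-0.65) and the others did not. Of the 4 DESeq2 fits chosen after seeing the values, both with phase as covariate did (-0.63 on summed libraries, -0.62 on libraries without a suffix) and both with line only did not (-0.96 and -0.96).

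For 11 genes of Supplementary Table 2 the exponential log2 fold change differed from the paper's by more than the spread between cultures: HDAC4 (-0.24; the paper's -0.55), SUDS3 (-0.35; the paper's -0.27), MSL3 (-0.39; the paper's -0.27), SMARCAD1 (-0.39; the paper's -0.24), RBBP7 (-0.38; the paper's -0.22), KDM1A (0.30; the paper's 0.21), AKAP8 (0.16; the paper's 0.26), RBBP4 (0.19; the paper's 0.28), PML (0.044; the paper's 0.37), HDAC1 (0.40; the paper's 0.56) and HDAC7 (0.39; the paper's 0.61). All 22 published values had the same sign. The supplement names exponentially growing cells as the RNA source for these genes, while the fits over both phases also hold the stationary cultures. Of the alternatives set before the data were examined, DESeq2 over both phases with phase as covariate left none of the 22 outside the spread (root mean square difference 0.0471, against 0.170 at exponential phase alone), and DESeq2 over both phases with line only left 6. For HDAC4 and PML none of the other alternatives set before the data were examined closed the gap, and for HDAC7 only DESeq2 over both phases with line only did besides. The remaining 8 genes each came within the spread under 2 or more of the others, among them the fits with 8 separate A0 libraries, with only libraries without a suffix, with only the second A0 library, with the replicate block, or without A0 culture 1, 2, 3 or 4 or A1 culture 3. A0 cultures 3 and 4 alone, chosen after seeing the values, closed it for SUDS3, MSL3, RBBP7, KDM1A and RBBP4. The edgeR fit over both phases and the 4 DESeq2 fits, all chosen after seeing the values, left none outside, with root mean square differences of 0.0431 for edgeR, 0.0437 and 0.0424 on summed libraries (line only; phase as covariate) and 0.0203 and 0.00919 on libraries without a suffix. Of the 22 genes, 16 were past the threshold here. Of the other 6, HDAC4, AKAP8, RBBP4, TADA3 and PML were past it in DESeq2 over both phases with phase as covariate, and in both DESeq2 fits with phase as covariate chosen after seeing the values. HDAC4, SIN3A, RBBP4 and TADA3 were past it with only libraries without a suffix. SIN3A and TADA3 were past it with the replicate block and without A0 culture 4. SIN3A was also past it in DESeq2 defaults, with the 4 groups in 1 fit, with filterByExpr and without A0 culture 1, and TADA3 in DESeq2 over both phases with line only. Among settings chosen after seeing the values, SIN3A was past it with each set of A0 cultures and in the DESeq2 fit on libraries without a suffix with phase as covariate, HDAC4 with A0 cultures 3 and 4, and TADA3 with A0 cultures 1 and 2, in the edgeR fit and in both DESeq2 fits with line only. The published value lay between the exponential and stationary values for 19 of the 22 genes.

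The paper's 6272 differentially expressed genes, 2938 higher and 3334 lower, stand beside 5154, 2398 and 2756 here, within 1.5 times. The paper states no change of CREB1 mRNA, while it was past the threshold here at exponential phase (-0.36). It was not past it in DESeq2 over both phases with line only, with only the second A0 library of each culture, without A1 culture 1 or 3, or in the edgeR and 4 DESeq2 fits chosen after seeing the values. Of these, libraries without a suffix with phase as covariate came closest to the 22 published HDAC values. CREB1 was -0.20 there (adjusted p = 0.096 from DESeq2), but HMOX1 was not past the threshold either (-0.62). If the paper's comparison held both phases, the CREB1 results are of unlike contrasts and need not conflict. The paper lists ETV3 and HMOX1 as changed and neither was past the threshold here at exponential phase. Both were past it at stationary phase, ETV3 at 0.31 (adjusted p = 0.018 from edgeR) and HMOX1 at -1.55 (adjusted p = 1.4e-05). Among the other settings of the exponential comparison the calls were as follows. ETV3 was past it in both planned DESeq2 fits over both phases, and in the edgeR fit, the 4 DESeq2 fits and A0 cultures 1 and 2 alone, chosen after seeing the values. HMOX1 was past it and lower in A1 in the 2 DESeq2 fits with line only that were chosen after seeing the values, and past it but higher in A1 with 8 separate A0 libraries in DESeq2, with only libraries without a suffix, and with A0 cultures 3 and 4 alone, the last chosen after seeing the values. The paper's statement on reads not aligned gives less than 5%, and over all libraries the share was 5.62%.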

Other observations

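The tests of a trace of CHO-S, of the 3 rising LOC genes and of the preparation marked RLT were chosen after the results were seen.

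Among 10000 genes that CHO-S expresses in 5 cultures, the shallow one left out, 18 had at most 3 counts in every A0 and A1 culture. Under a rule chosen after that, pooled counts under 1% of the CHO-S level, there were 52. For each of the 14 A0 and A1 cultures, those of the 52 genes with at most 3 counts in the remaining cultures together were taken. In A1 exponential culture 1, 24 of 25 such genes had counts, 161 in all, at 1.66% of the CHO-S level, while no other culture exceeded 0.118%. A trace of CHO-S RNA or reads in this culture may explain these counts. The genes and the culture were picked from the same counts, so a trace cannot be told apart from expression of these genes in this culture. Without this culture the exponential count was 3422, against 3396 and 3156 without A1 cultures 2 and 3.

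LOC103164451, LOC103161204 and LOC103161203 had at most 1 count in any of the 6 CHO-S cultures. A candidate explanation is transcripts of the transfected plasmids counted at these genes, but neither the plasmid sequences nor a reference entry for these genes was used, so this stays open and cannot be told apart from genes silent in CHO-S.

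The 2 sets of A0 cultures, 1 and 2 against 3 and 4, differed in 2197 genes at stationary phase and 0 at exponential phase (3579 at an unadjusted p under 0.05). That no stationary library carries the mark RLT argues against that preparation as the cause.

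Some hypotheses fixed before the data were examined were tested at exponential phase and did not reach their thresholds. The mean log2 fold change of regulators that Fig. 1 shows as activated did not differ detectably from that of the inhibited ones at exponential phase (permutation p = 0.98, 23 and 7 genes). At stationary phase the means were 0.084 and -0.42, a difference of 0.50 (permutation p = 0.054, 21 and 7 genes). A list of 34 cAMP- and CREB-responsive genes, of which 29 were tested, had a median log2 fold change of -0.039 at exponential phase (fry p = 0.88; camera p = 0.81, and 0.89 with an estimated correlation), with 8 genes past the threshold, 3 higher and 5 lower, and 8 adjusted over the list alone. At stationary phase the median was 0.077, while the fry p was 0.044 downwards, with 4 genes higher and 7 lower past the threshold, and the camera p was 0.32 with its preset and 0.45 with an estimated correlation. With few regulators and with list members that go both ways, both hypotheses stay open. Of 5 NFκB genes 2 were past the threshold and higher in A1 at exponential phase, and 3 were past it and lower at stationary phase. The published nuclear proteins, which are from the same phase, are a list of differential ones. Those with a fold change of at least 1.5 were compared with mRNA of whole cells. Proteins with little or no change are thus not covered. Across 807 genes, which are not independent replicates, the log2 fold changes of these proteins and of mRNA at exponential phase had a Spearman rho of -0.054. The sign was the same for 48.5%. With mRNA at stationary phase the rho was 0.12, with the same sign for 54.3%.

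For the interaction, 1871 genes were past the threshold and 3 of 100 splits gave as many, the real one included.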
